# Global expression profiling reveals genetic programs underlying the developmental divergence between mouse and human embryogenesis

**DOI:** 10.1186/1471-2164-14-568

**Published:** 2013-08-20

**Authors:** Lu Xue, Jin-Yang Cai, Jian Ma, Zan Huang, Ming-Xiong Guo, Lie-Zhen Fu, Yun-Bo Shi, Wen-Xin Li

**Keywords:** Microarray, Mouse embryogenesis, Human embryogenesis, Organogenesis, Evolution, Protein interaction network

## Abstract

**Background:**

Mouse has served as an excellent model for studying human development and diseases due to its similarity to human. Advances in transgenic and knockout studies in mouse have dramatically strengthened the use of this model and significantly improved our understanding of gene function during development in the past few decades. More recently, global gene expression analyses have revealed novel features in early embryogenesis up to gastrulation stages and have indeed provided molecular evidence supporting the conservation in early development in human and mouse. On the other hand, little information is known about the gene regulatory networks governing the subsequent organogenesis. Importantly, mouse and human development diverges during organogenesis. For instance, the mouse embryo is born around the end of organogenesis while in human the subsequent fetal period of ongoing growth and maturation of most organs spans more than 2/3 of human embryogenesis. While two recent studies reported the gene expression profiles during human organogenesis, no global gene expression analysis had been done for mouse organogenesis.

**Results:**

Here we report a detailed analysis of the global gene expression profiles from egg to the end of organogenesis in mouse. Our studies have revealed distinct temporal regulation patterns for genes belonging to different functional (Gene Ontology or GO) categories that support their roles during organogenesis. More importantly, comparative analyses identify both conserved and divergent gene regulation programs in mouse and human organogenesis, with the latter likely responsible for the developmental divergence between the two species, and further suggest a novel developmental strategy during vertebrate evolution.

**Conclusions:**

We have reported here the first genome-wide gene expression analysis of the entire mouse embryogenesis and compared the transcriptome atlas during mouse and human embryogenesis. Given our earlier observation that genes function in a given process tends to be developmentally co-regulated during organogenesis, our microarray data here should help to identify genes associated with mouse development and/or infer the developmental functions of unknown genes. In addition, our study might be useful for invesgtigating the molecular basis of vertebrate evolution.

## Background

For over 50 years, the mouse (Mus musculus) has played a prominent role for studying mammalian development. Studies in mouse have led to enormous progresses in our understanding of early human development, which are difficult to study directly due to the difficulty in obtaining suitable samples ethically and technically [1,2]. The identification of genes and the signaling pathways involved in mouse embryogenesis have helped us to better understand embryonic development in mammals, including fertilization, morulation, gastrulation, and organogenesis [3]. Understanding the molecular mechanisms governing mouse embryogenesis is also important for translational and clinical research in diverse areas such as reproductive biology, regenerative medicine, and genetic therapy.

The advent of microarray analysis has allowed systematic analysis of gene expression changes during development. Elucidating the transcriptomes of successive developmental stages in different animal species is critical for understanding the developmental mechanism and revealing the conservation and diversification at molecular level among species during embryogenesis. A number of reports on genome-wide expression profiles for different developmental periods during human and mouse embryogenesis have been published, which have provided valuable information on the gene and the molecular network underlining morphological changes during these periods [4-24] These earlier studies so far focused mainly on oocytes and preimplantation embryos in mouse and revealed a number of similarities between mouse and human gene expression profiles. This perhaps was not surprising given the similarities between the two species at early stages of development (Figure 1, Additional file 1A). On the other hand, the arguably more critical period of embryogenesis is the period of organogenesis, when most significant morphological differences occur between human and mouse (Figure 1) [25]. One of the most obvious differences between mouse and human embryogenesis is the time of birth. The mouse embryo is born almost immediately after all the organs develop (around TS27-TS28, 19–20 days post conception, Figure 1). On the other hand, at the end of organogenesis (CS23, corresponding to TS26/27, Figure 1), the human embryo has a disproportionally large head relative to the whole body and other organs. The embryo continues to stay in the uterus for a few more months, a period termed as the fetal stage. During this stage, many organs continue to grow and eventually develop into their proper sizes for birth. The underlying molecular basis for this developmental divergence remains unknown as there have been essentially no global gene expression data available for mammalian embryos past the peri-implantation period. Interestingly, two recent studies on the global gene expression profiles during human organogenesis (up to 9 weeks of human gestation) revealed very interesting and informative information on the gene regulation networks governing organogenesis, distinct from those involved in early embryogenesis, which utilizes many maternal genes [7,18,25].

**Figure 1:**

**Morphological comparisons of mouse and human embryo development.** Mouse embryonic stages (Theiler stages or TS) are based on somite number and characteristics [26]. There are 28 TS stages from the fertilization to birth, which is about 20 days post conception (dpc). Only 11 stages are shown. Human embryo stages were described by the Carnegie Institution of Washington, which are based on the developmental structures, not by size or the number of days of development [27]. The 23 Carnegie stages (CS) only covers the first 60 days of human embryo development, thereafter that the term embryo is replaced with fetus. 5 human embryos at 4-9^th^ week are shown here. The double headed arrows point to human and mouse embryos at similar stages of organogenesis.

Here we report the first genome-wide study of the gene expression profiles of mouse embryos spanning all stages of mouse development. Our analyses demonstrate conservations in the gene regulation networks underlying early embryogenesis in mouse and human but also reveal distinct molecular pathways that underlie the morphological and functional divergences during late organogenesis, leading to the birth at the end of organogenesis in mouse while several additional months of gestation in human.

## Results and discussion

### Dynamic changes in the transcriptome throughout mouse embryogenesis

The Theiler stages are defined on the basis of anatomical features during mouse embryogenesis [26], which serve as references for comparative study of embryogenesis among different species. To determine the developmental gene expression profiles, mouse C57BL/6 J oocytes (eggs), TS01, and embryos at 11 Theiler stages [26] that covers the entire embryo development period were collected (Figure 1). 

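Expression was measured on an Affymetrix mouse genome array in 12 groups with 3 arrays each, 36 arrays in all. The groups were the unfertilized egg, the fertilized egg (TS01), and embryos at TS09, TS11, TS13, TS16, TS19, TS21, TS22, TS23, TS25 and TS27. The sample labels call TS27 an embryo in their titles and a newborn mouse in their stage field, as the paper's stage table does. By the methods, each replicate was a pool, so an array stands for many eggs or embryos and the spread among single embryos was not measured. The text gives the strain as C57BL/6J, while the methods describe superovulated F1 females. The paper places TS21 at 13 dpc and the sample labels place it 0.5 days earlier, and TS01 has a time in the paper at 0.5 dpc but none in the labels.

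The authors computed MAS 5.0 signals and quantile normalized them. Used here was the authors' mean of each stage for the 11458 probe sets they called regulated, and no replicate values came with these means. The scale was read as log2 from the values, which ran from 0 to 15.37, so a difference of 1 is a 2-fold change. A probe set or gene is said to have risen or fallen between stages where the authors' means differed by at least 1. This is a rule of size, without an error or a test between stages, and it covers only probe sets that were already selected as regulated. Each gene was represented by its probe set with the highest mean over the stages. Lists of genes fixed in advance were tested for membership in the clusters and patterns with Fisher's exact test, two-sided, and genes of 1 list are not independent of each other. Some lists also share genes, such as keratin with epidermis and ion channel with neuron, so their results are not separate observations. At the low end of the scale small signals give large differences, and 42.0 percent of the listed probe sets lay under 7 in the egg against 14.2 percent at TS27.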

To minimize the individual difference during embryonic development, each biological replicate included at least 500 eggs or 20 embryos and three biological replicates of each stage were subjected to Affymetrix Mouse 430 expression microarray analysis. In addition, a heatmap analysis showed that the data from different biological replicates at each time point were reproducible (Additional file 1B). Finally, RT-PCR analysis of many genes on an independent RNA set confirmed microarray findings (described below).

For the microarray analysis, a transcript was scored as “detected” or “expressed” if significant signal was detected in two or three individual microarrays of the three independent samples [28]. Overall, 27,857 out of the 39,015 transcripts on the microarray were detected at least in one of the eleven stages (Additional file 2).

The goal of our study is to determine 1) whether and how transcriptome differs among different stages of mouse embryogenesis, and 2) how the changes in transcriptome correlate with the embryogenesis. To address these questions, we compared the expression profiles between adjacent stages during development. 

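Hemoglobin and homeobox genes rose between TS11 and TS13. Hba-x, an embryonic alpha-like globin, went from an authors' mean of 2.42 to 14.00 (log2), and Hbb-bh1, an embryonic beta-like globin, from 7.01 to 14.72. Of 15 Hox genes, which pattern the body axis, 15 rose between these stages, with a median change of 2.77. With stage means under 7 set to 7 the median change of the Hox genes was 0.95. Of 32 red blood cell genes 23 rose and 2 fell. Between TS13 and TS16 20 of 33 forebrain genes rose, and 9 of 9 genes of the yolk sac endoderm fell, with a median change of -2.81. Later, 63 of 91 liver genes rose between TS21 and TS22. Between TS23 and TS25 27 of 30 genes of pancreas and gut and 12 of 14 lung genes rose.

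Counted over the 11458 listed probe sets, 3434 changed between TS11 and TS13, 2355 between TS09 and TS11, 2434 between TS23 and TS25, 996 between TS21 and TS22, 500 between TS22 and TS23 and 816 between TS25 and TS27. Divided by the days between stages at the paper's dpc, the count was 3434 per day from TS11 to TS13, 794 per day from TS01 to TS09 and 500 per day from TS22 to TS23. A count holds only the difference between its end stages, and no stage between TS01 and TS09 was sampled. Changes that came and went within an interval are missed, so these values are not rates of change. Setting stage means under 7 to 7 gave 1335 from TS11 to TS13. The extent of morphological change was not measured, so no correlation with it was computed.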

We observed that the extent of the changes in transcriptome, i.e., the number of genes that exhibited differential expression levels between two adjacent stages during mouse embryogenesis, correlated well with gross morphological changes of the embryo (Figure 2), that is, the more different the morphologies between two adjacent stages, the larger the number of genes whose expression was altered (Figure 2). For example, when embryos at the preimplanting zygote stage (TS01) developed into early gastrula stage (TS09), the individual zygotes or single cell fertilized eggs changed dramatically through zygotic division into differentiated gastrula embryos with three germinal layers [29]. Such drastic changes in morphology were accompanied by the largest number (about 13,000) of genes with different expression levels (Figure 2). 

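Genes of the oocyte fell and genes of embryonic cells rose between TS01 and TS09. Of 20 oocyte genes 19 fell and none rose, with a median change of -6.72, and Oog1, an oocyte gene, went from 12.56 to 0.30 (log2, authors' means). Of 10 genes of pluripotent cells 9 rose, among them Lin28, an RNA-binding protein of embryonic cells, from 7.34 to 11.24 and Sox2, a transcription factor of pluripotent and neural cells, from 4.67 to 9.41. All 6 gastrulation genes rose, including Otx2 from 0.52 to 9.67 and T, the brachyury gene of the primitive streak, from 3.06 to 7.02. Genes of other cell types moved over the same interval. Of 11 genes of cumulus and granulosa cells 10 fell, and Inha, a subunit of inhibin, went from 13.62 to 5.48. Prl8a2, a prolactin family gene of the decidua, went from 6.19 to 15.32, and Rhox5, the single trophoblast gene of its list, from 8.35 to 13.70.

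In all 4763 of the listed probe sets changed, 2388 up and 2375 down, or 41.6 percent, the largest count of the 11 intervals. The oocyte list lay at percentile 0 of 10000 random lists matched for mean level. Setting stage means under 7 to 7 gave a count of 2607, again the largest. The paper reasons that the change from a single cell to a gastrula is great, and proposes from such comparisons that the extent of morphological change goes with the number of genes whose expression is altered.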

A similar large number (about 10,000) of genes with altered expression levels were detected between TS16 and TS19 when both stages are at the early stages of organogenesis and the mouse embryo grew and changed rapidly as the somites formed during early organogenesis (Figure 2). In contrast, there were relatively few genes with significantly altered expression between unfertilized eggs and TS01 or between TS19 and TS21, when the gross morphology change was relatively minor (Figure 2). These results suggest that the extent of the morphological changes is well correlated with the number of genes whose expression is altered.

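Genes of neurons and some genes of liver and extracellular matrix rose between TS16 and TS19. Slc17a6, a vesicular glutamate transporter, went from 4.34 to 9.74 (log2, authors' means). Alb, which encodes serum albumin, rose from 5.90 to 11.70, and 42 of 91 liver genes rose against 4 that fell. Of 53 genes of collagen and matrix 29 rose and none fell, with a median change of 1.10. Innate immune genes moved with them, and 45 of 74 rose, among them C1qa, a complement component, from 0.94 to 8.04. Of 81 ribosome biogenesis genes 17 fell and none rose.

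In all 2475 listed probe sets changed, 2188 up and 287 down, which is 7.62 rises per fall. With a floor of 7 on stage means the count was 1155, and the median change was 0.00 for the innate immune list and 0.00 for the liver list.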

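From the egg to TS01 the 98 cell cycle genes had a median change of 0.07, and 1 of them rose and none fell. Of 20 oocyte genes none rose or fell. Innate immune genes had a median change of -0.46, at percentile 0 of the matched random lists, and 6 of 74 fell. S100a9, a calcium-binding protein of neutrophils, differed by -0.94 and C1qc, a complement subunit, by -0.70 between the authors' means of these stages (log2). Between TS19 and TS21 26 of 91 liver genes rose and 7 fell, and Ahsg, a secreted liver glycoprotein, went from 4.51 to 6.77, both under 7 (log2, authors' means). None of the 98 cell cycle genes changed between TS19 and TS21, and their median change was -0.11.

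From the egg to TS01 886 listed probe sets changed, 432 up and 454 down, and from TS19 to TS21 395, 286 up and 109 down. A floor of 7 on all stage means left 15 and 48.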

**Figure 2:**
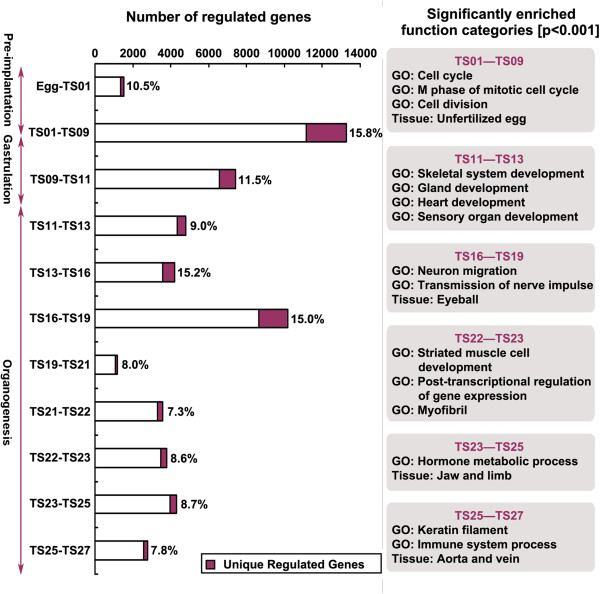
**Early embryogenesis involves many more regulated genes than late organogenesis during mouse development.** The gene expression levels were compared between each pair of adjacent developmental stages to identify developmentally regulated genes. The total number of the genes regulated between the two stages (p < 0.01) were shown as a horizontal column (open and purple shaded columns). The number of genes whose expression levels were changed only between the two indicated stages, thus termed unique regulated genes, was shown as the purple shaded portion of the columns and its percentage in the total regulated genes was shown next to the column. Some enriched function categories (Gene Ontology or GO) for each group of uniquely regulated genes are shown on the right.

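Some developmental genes moved across several intervals. Dmkn, which encodes a protein of the differentiating epidermis, stood at 13.49 at TS09, 2.37 at TS19 and 13.61 at TS27 (log2, authors' means). Fabp4, a fatty acid binding protein of fat cells and vessels, was at 14.01 at TS09, 5.49 at TS16 and 14.29 at TS27. Apoa4, an apolipoprotein of yolk sac, liver and gut, was at 10.83 at TS01, 2.41 at TS21 and 12.16 at TS25.

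Among the 11458 listed probe sets 2481 changed in exactly 1 of the 11 intervals, 1801 in 2, 1488 in 3 and 1081 in 4. No interval reached a change of 1 in 3434 of them. The number in exactly 1 interval depends on the size rule, since a smaller change elsewhere goes uncounted.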

As the developmental changes between two adjacent stages vary during embryogenesis and may thus involve genes whose expression is only altered between these two adjacent stages, we examined the number of genes that were regulated only between any adjacent two stages, which we termed “uniquely regulated genes” (Additional file 2). The numbers of such genes and the percentage of such genes in the total number of regulated genes between the two adjacent stages were shown in Figure 2 (shown as horizontal columns and the numbers in%, respectively). Again, we found that the number as well as the percentage of uniquely regulated genes correlated with the extent of the morphological changes. 

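The largest group of probe sets that changed in 1 interval only was that from TS01 to TS09. It held 1300, 712 up and 588 down, or 27.3 percent of those changed (95 percent interval 26.1 to 28.6). Such an interval takes probe sets as independent units and holds no error of the arrays. From TS11 to TS13, when genes such as Shh, a signalling ligand of the midline, went from 4.87 to 10.02 (log2, authors' means), there were 419, 323 up and 96 down, or 12.2 percent. From TS16 to TS19, when Kcnq2, a neuronal potassium channel gene, went from 0.92 to 7.61, there were 211, or 8.53 percent (95 percent interval 7.49 to 9.69). From TS09 to TS11 there were 196, or 8.32 percent, and from TS23 to TS25 174, or 7.15 percent.

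The smallest groups were 1 probe set from TS19 to TS21 and 7 from TS22 to TS23, which is 0.253 and 1.40 percent. From the egg to TS01 there were 17, or 1.92 percent. Setting stage means under 7 to 7 gave a share of 52.1 percent from TS01 to TS09 and 40.3 percent from TS16 to TS19.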

Interestingly, even in the percentage term, the more dramatic the morphological changes were between the two stages, the higher the percentage of the total regulated genes were uniquely regulated between two adjacent stages, suggesting that more dramatic morphological changes involves a higher proportion of genes specifically altered for the developmental processes. 

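Some transcription factor genes of the developing nervous system rose between TS13 and TS16, with 20 of 33 forebrain genes rising and 13 within the rule. Neurog1, a proneural factor, went from 3.73 to 8.65 (log2, authors' means), and Ascl1, another proneural factor, from 4.31 to 8.36. Of 15 Hox genes 6 rose and none fell, and of 59 neuron genes 23 rose and 3 fell. Of 14 cholesterol synthesis genes 3 rose and none fell, and Sqle, which encodes squalene epoxidase, went from 10.96 to 12.00. Innate immune genes fell in 30 of 74, and S100a9 was at 4.85 and then at 0.45.

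Between these stages 2485 listed probe sets changed, 1741 up and 744 down, and 111 of them changed in no other interval. This was 4.47 percent, with a 95 percent interval of 3.72 to 5.35. The share was 21.3 percent with a rule of at least 2 on the log2 scale and 18.4 percent with stage means under 7 set to 7. The shares of all intervals were larger in these settings, with 38.9 and 40.3 percent from TS16 to TS19 and 17.3 and 13.3 percent from the egg to TS01.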

One exception is between TS13-TS16, which involved a very high percentage of uniquely regulated genes, even though the total numbers of regulated genes were fairly small. This may be due to the fact that the embryo is beginning a major shift in development, the onset of organogenesis.

To investigate the possible role of the uniquely regulated genes, we identified the significantly enriched Gene Ontology (GO) categories among the uniquely regulated genes. Here we observed that the enriched GO categories closely correlated with the specific morphological changes between two adjacent stages. For example, cell division was most active at TS01 ~ TS09 during mouse embryogenesis [30]. Consistently, cell division- and mitosis-related genes were highly enriched in the uniquely regulated genes between TS01 and TS09 (Figure 2). Likewise, between TS11 and TS13 as the embryo transitioned from gastrulation to organogenesis, genes belonging to the GO categories such as skeletal and heart development were enriched among the uniquely regulated (Figure 2). In addition, between TS16 and TS19 when the nerve system develops [31,32], a number of nerve development related GO categories such as neuron migration and transmission of nerve impulse were significantly enriched among the unique regulated genes (Figure 2). 

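Cell cycle genes rose between TS01 and TS09. Of 98 genes of DNA replication and mitosis 75 rose, 2 fell and 21 stayed within the rule, with a median change of 1.70. Rrm2, a subunit of ribonucleotide reductase, went from 10.05 to 14.99 (log2, authors' means), and Cdc6, which loads the replicative helicase, from 6.10 to 10.81. Tk1, which encodes thymidine kinase, went from 6.08 to 10.22, and Mcm5, a helicase subunit, from 9.29 to 12.90. Ribosome biogenesis genes rose in 28 of 81 and RNA splicing genes in 19 of 75, and no gene of these 2 lists fell.

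The cell cycle list lay at percentile 100 of 10000 matched random lists. From TS09 to TS11 its median change was 0.19, and 1 gene rose and 1 fell. The genes of a list move together, so the percentile describes the list and is not a test with independent genes. The paper's categories are of genes regulated between 1 pair of stages only. The lists described here and for the later intervals take all listed genes, and their members were not checked for this.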

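Some genes of striated muscle, cartilage and the forebrain rose between TS11 and TS13. Tnni1, a troponin of slow and embryonic muscle, went from 3.96 to 10.67 (log2, authors' means), and Smpx, a small muscle protein gene, from 2.47 to 7.89. Of 66 striated muscle genes 34 rose, 6 fell and 26 stayed within the rule, with a median change of 1.08. Col2a1, the main collagen of cartilage, went from 3.23 to 9.12, and Sox9, a transcription factor of chondrocytes, from 2.38 to 7.64. Of 48 cartilage and bone genes 23 rose and 6 fell, with a median change of 0.97. Of 33 forebrain genes 21 rose, among them Pax6 from 3.31 to 8.77, and of 10 glia genes 8 rose and 1 fell.

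The muscle and cartilage lists both lay at percentile 100 of the matched random lists. Setting stage means under 7 to 7 gave a median change of 0.00 for the muscle, cartilage, forebrain and glia lists.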

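Neuronal genes rose between TS16 and TS19. Of 59 genes of differentiated neurons and synapses 53 rose, none fell and 6 stayed within the rule, with a median change of 2.48. Stmn4, a stathmin of neurons, went from 3.78 to 9.46 (log2, authors' means), and Mapt, which encodes the microtubule protein tau, from 6.55 to 10.93. Of 82 voltage and ligand gated ion channel genes 47 rose and none fell, with a median change of 1.31. Of 33 forebrain genes 17 rose. Snap25, a protein of synaptic vesicle release, went from 5.80 to 9.30.

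The neuron list lay at percentile 100 of the matched random lists, whose mean change was 0.39. With stage means under 7 set to 7 its median change was 1.55, and that of the ion channel list was 0.00.

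**Figure D1:**
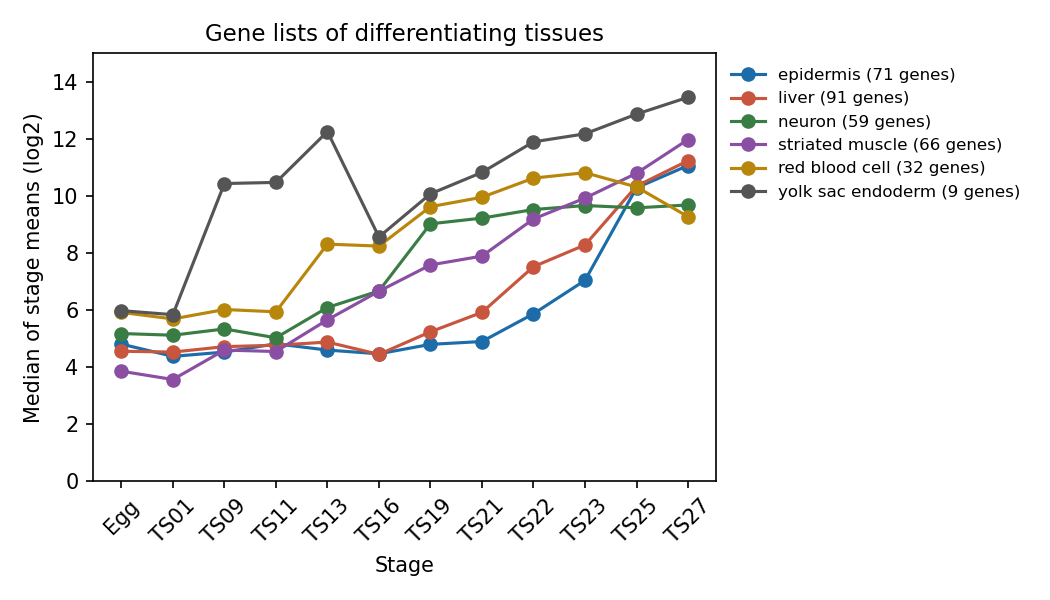
Median of the authors' stage means over the genes of 6 lists of differentiating tissues, log2 scale.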

Even after TS19 when organogenesis was almost completed, the function of the uniquely regulated genes remained correlated with the landmarks of the developmental changes, albeit the number of the uniquely regulated genes was lower than those at earlier stages. For example, at developmental stage TS22 ~ 23, muscle tissues in some organs such as the tongue and the esophageal passage developed extensively. This was accompanied by the changes in many myofibril-specific and other striated muscle cell development-associated genes among the unique regulated genes for the stages [33] (Figure 2). Likewise, as the limb and nails become visible around stages TS23 to TS25, the genes related to jaw and limb development were enriched among the unique regulated genes. These and the similar associations at other stages (Figure 2) suggest that the regulation in the expression of the uniquely regulated genes temporally correlate with the specific morphological changes and unique developmental events at these stages, supporting important roles of these uniquely regulated genes at these developmental stages.

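Some contractile genes of skeletal muscle rose between TS22 and TS23. Ckm, the muscle creatine kinase, went from 7.14 to 10.67 (log2, authors' means), Tnnt3, a fast muscle troponin, from 8.68 to 10.79, and Tnni2, another fast muscle troponin, from 9.23 to 11.13. Of 66 striated muscle genes 21 rose, none fell and 45 stayed within the rule, with a median change of 0.81. Genes of the skin moved in the same interval. Of 71 epidermis genes 46 rose and 3 fell, with a median change of 1.32, and Krt1, a keratin of the suprabasal epidermis, went from 8.16 to 11.83. Of 30 pancreas and gut genes 12 rose.

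The striated muscle list lay at percentile 100 of the matched random lists, whose mean change was 0.09. Its median change had been 0.93 from TS21 to TS22, when 31 genes rose and none fell. Of all listed probe sets 7 changed only from TS22 to TS23, and muscle genes were not sought among them. With stage means under 7 set to 7 the median change from TS22 to TS23 was 0.70 for the striated muscle list and 0.04 for the epidermis list.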

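Genes of the cornified skin rose between TS23 and TS25. Lce1c, a late cornified envelope gene, went from 1.06 to 12.06 (log2, authors' means), Flg, which encodes filaggrin, from 2.33 to 10.41, and Hrnr, which encodes hornerin, from 6.23 to 13.47. Of 71 epidermis genes 59 rose and none fell, with a median change of 3.24, and of 30 keratin genes 24 rose. With stage means under 7 set to 7 the median change of the epidermis list was 1.90. Of 48 cartilage and bone genes 8 rose, 2 fell and 38 stayed within the rule, with a median change of 0.13. Dmp1, a matrix protein of bone, was 1 of those that rose and went from 8.87 to 11.00. Of 15 Hox genes 3 fell and none rose, and Hoxd13, a gene of the distal limb, went from 8.53 to 7.53. Of 56 signalling genes 1 rose and 3 fell.

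Of the probe sets that changed only between TS23 and TS25, 51 rose and 123 fell. The cartilage and bone list lay at percentile 86.8 of the matched random lists and the epidermis list at percentile 100.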

### Major temporal regulation patterns correlate with specific developmental processes during mouse embryogenesis

It is well known that genes functioning in a given biological process tend to be coordinately regulated. To identify groups of genes that likely participate together in different processes during mouse development, we used the maSigPro procedure [34] to identify co-regulated gene groups across the 11 Theiler stages. 

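Genes with wide and with narrow spans stood in the list of regulated probe sets. Lce1m, a late cornified envelope gene, had an authors' mean of 1.34 at TS23 and 10.61 at TS25 (log2). Smgc, a secreted mucin-like gene of salivary glands, was at 0.94 and 10.52. Pdha1, a subunit of pyruvate dehydrogenase, had a narrower span, and its authors' mean was 9.97 in the egg, 12.48 at TS09 and 12.64 at TS27 (log2).

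Of the probe sets 10112 carried 1 gene symbol, 413 several, 903 none and 30 a number in place of a symbol, and they stood for 8118 genes. The median over all listed probe sets was 7.89 in the egg, 7.63 at TS11, 8.37 at TS16 and 8.96 at TS27.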

Among the 27,857 genes that were detectable at least in one of the 11 stages, 11,458 genes were significantly regulated during embryogenesis. To determine the gene regulation pathways that control mouse embryogenesis, we grouped the 11,458 regulated genes into 20 clusters according to their expression patterns by means of Serial Expression Analysis (Additional file 3). We further grouped the 20 clusters into six groups of related clusters, referred to as group 1 to 6 (Additional file 4), based on the similarity in the temporal appearance of lowest and highest expression levels for each cluster. 

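All 20 oocyte genes lay in group 5, which held 2588 probe sets in 5 clusters. Of 10 pluripotency genes 5 lay in group 6, which held 1193 probe sets in 3 clusters, and Pou5f1, which encodes the pluripotency factor Oct4, was 1 of them. Group 3 was the largest, with 3354 probe sets in 4 clusters, and held Pax6 and Shh in its Cluster XII, with a further Shh probe set in Cluster XIV. Group 4 held 1810 probe sets in 4 clusters, group 1 held 1321 in 2 clusters and group 2 held 1192 in 2 clusters. Sln, a calcium pump regulator of muscle, and Neb, a giant muscle protein, lay in Cluster VII of group 1.

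Clusters I to VI together held 3367 of the probe sets. Membership of the 38 tested lists in Clusters I to VI was examined in 228 tests, of which 19 passed at an adjusted exact p of 0.05, 17 with more genes than in the background and 2 with fewer. With the 6 whole groups in place of the 6 clusters 103 tests passed.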

Out of each group, we chose a cluster representing the most dominant temporal developmental patterns, shown in Figure 3 as Cluster I to VI, corresponding to group 1 to 6, respectively (Additional file 4).

**Figure 3:**
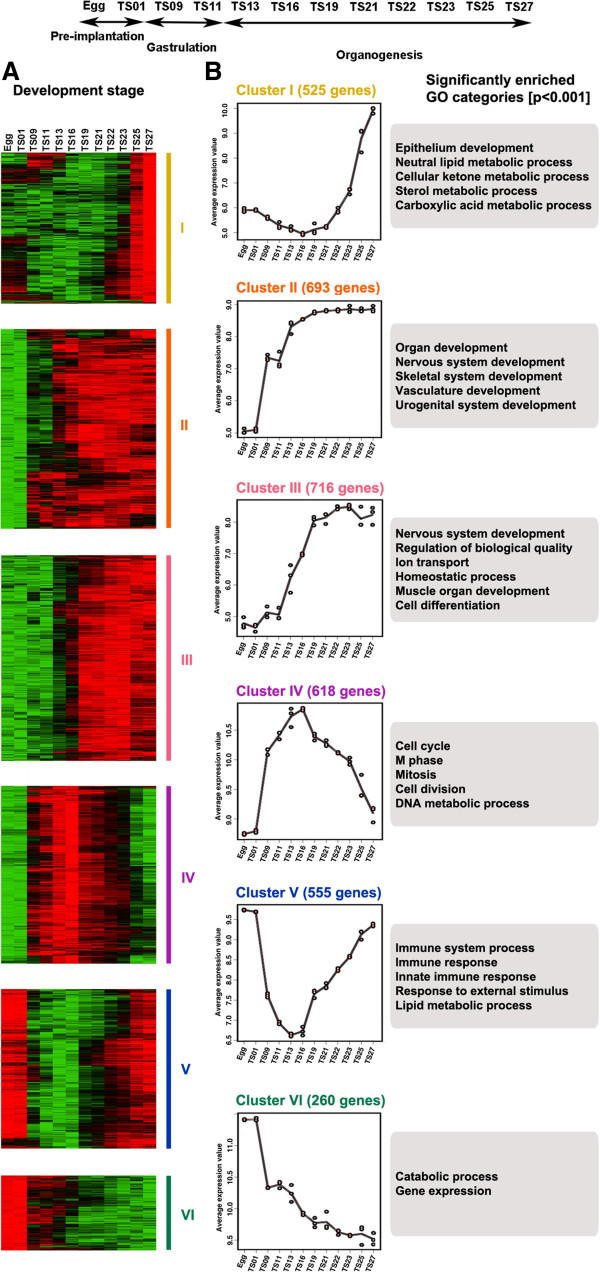
**Different temporal regulation clusters are enriched with genes of distinct functional GO categories.** The 11,458 regulated genes were divided into 20 clusters, Cluster I to XX (Additional file 3) (Additional file 4). Then the 20 clusters were divided into six groups referred to as group 1 to 6 (Additional file 4). One representative cluster from each of the six groups was shown here as Cluster I to VI, respectively. **(A)** Heat map (green to red: low to high levels of expression) showing the expression of the individual genes in Cluster I-VI. **(B)** Expression of the genes at different stages of development. Solid lines are drawn joining the average value of gene expression at each stage in the cluster. The dots reflect actual expression values. Some significantly enriched biological processes/categories for each cluster are shown in the grey box on the right.

To validate microarray findings, we selected a few dozens of genes within different clusters for quantitative RT-PCR (qRT-PCR) analysis on an independent set of RNA samples. The results showed that the expression patterns obtained from the RT-PCR analysis agreed with those from the microarray (Additional file 1C).

To determine the potential functions of the genes within individual clusters, the genes within each of the 6 clusters above were analyzed by using DAVID tools [35] to determine their significantly enriched functional or regulatory features, including GO categories, the associated biological pathways, and tissue distribution preferences. Among the six clusters, clusters with “up-regulated” expression patterns, i.e., Clusters I, II, and III, had the lowest expression levels at the beginning of embryogenesis and highest expression toward the end of development (Figure 3). However, significant differences existed among them at different development stages, consequently leading to distinct functional categories of genes enriched among them. 

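Genes of skin, liver, gut and lung were low until TS23 in Cluster I. Scgb3a2, a secretoglobin of the airways, went from 7.64 at TS23 to 11.91 at TS25 and 12.69 at TS27 (log2, authors' means). Fbp1, an enzyme of gluconeogenesis, went from 6.51 to 11.94 and 13.23. G6pc, the glucose 6-phosphatase of the liver, was at 2.79, 5.84 and 11.60.

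Over 525 probe sets the mean was 5.99 in the egg (SD over probe sets 2.69), 4.95 at TS16 (SD 2.58) and 10.00 at TS27 (SD 1.64). The step in this mean was 0.67 between TS21 and TS22, 0.74 between TS22 and TS23, 2.24 between TS23 and TS25 and 1.10 between TS25 and TS27. TS27 was the highest stage of 83.6 percent of the probe sets, and TS16 the lowest of 23.8 percent.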

Genes in Cluster I had a low expression level through pre-implantation, gastrulation, to early organogenesis, but then had their expression rise sharply near the end of organogenesis (Figure 3). This cluster was enriched with genes affiliated with epithelium development (FDR = 0.19) and metabolic processes such as neutral lipid metabolic process (FDR = 0) and carboxylic metabolic process (FDR = 0) (Additional file 5). 

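Of 71 epidermis genes 42 lay in Cluster I, an odds ratio of 28.7 against the 8118 listed genes (Fisher's exact test, two-sided, adjusted p = 5.7e-34). Of 30 genes of pancreas and gut 17 lay in it, odds ratio 24.4 and adjusted exact p = 3.3e-13, and of 14 lung genes 10, odds ratio 46.0 and adjusted p = 4.0e-09. Scgb1a1, a secreted protein of airway club cells, went from 1.43 at TS23 to 11.84 at TS27 (log2, authors' means). Of 33 fatty acid oxidation genes 9 lay in the cluster, odds ratio 6.86 and adjusted exact p = 5.9e-04, with Cd36, a fatty acid transporter, at 9.96 at TS23 and 12.53 at TS27. Of 30 genes of oxidative phosphorylation and the citric acid cycle 7 lay in it, adjusted exact p = 0.0109, among them Pdk4, a kinase of pyruvate dehydrogenase, at 6.81 and 12.26. This last call did not pass with the probe set of the largest range, adjusted exact p = 0.13, or with whole groups, adjusted p = 0.059.

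In the authors' deposited table epithelium development held 18 genes at a p of 0.00012 and a fold of 2.99. Neutral lipid metabolic process held 11 genes at a p of 4e-08 and a fold of 11.0, and carboxylic acid metabolic process 37 genes at a p of 1.3e-10 and a fold of 3.48 in the authors' deposited table. Genes of 1 list are coexpressed, so the p values overstate the number of independent observations.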

The upregulation of epithelial tissue-specific genes at the late stages agrees well with the organ development and maturation during this period. A typical example is *keratin 13*, which is involved in the development of the circumvallate papillae during the formation of tongue [36]. In addition, genes in some metabolic process-related GO categories were enriched in most gene expression clusters and the metabolic process-related genes in cluster I were implied in liver functions. For example, *sterol* is mainly synthesized in the liver; cellular ketone metabolic process and neutral lipid metabolic process are also important for lipid metabolism in the liver. These findings agreed well with the facts that the mouse liver has a critical role in blood supply at the early stages (TS18-19) and begins to function in metabolism starting from TS21 [3]. Thus, the genes identified in cluster I may play important roles in liver and epithelium development.

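Krt13, an intermediate filament gene of stratified epithelium on chromosome 11 band D, was at 3.33 at TS13 and 1.70 at TS21 (log2, authors' means). It rose to 4.62 at TS22, 6.55 at TS23, 10.20 at TS25 and 11.56 at TS27. Krt2, a keratin of the upper epidermis, went from 3.67 at TS23 to 9.46 at TS27, and Krt6b, a keratin of hair follicle and stressed epithelium, from 3.55 to 10.59.

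Of 30 keratin genes 17 lay in Cluster I, odds ratio 24.4 (Fisher's exact test, two-sided, adjusted p = 3.3e-13). Some of them, such as Krt2, Krt6b and Krt13, also stand in the epidermis list, so this result is not separate from that of the epidermis list. Between TS25 and TS27 19 keratin genes rose and 1 fell.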

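Some metabolic genes of the liver belonged to Cluster I. Cyp3a11, a drug-metabolizing cytochrome, went from 7.49 at TS23 to 9.95 at TS25 and 12.92 at TS27 (log2, authors' means), and Mat1a, the methionine adenosyltransferase of the adult liver, from 6.80 to 9.44 and 12.26. Of 91 liver genes 30 lay in the cluster, odds ratio 9.43 (Fisher's exact test, two-sided, adjusted p = 6.6e-15). The 14 cholesterol synthesis genes followed another course, with a median of 9.13 at TS09, 10.26 at TS19 and 10.03 at TS27.

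Cellular ketone metabolic process held 37 genes of the cluster at a fold of 3.39 in the authors' deposited table.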

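Alb and Afp were high at TS21, when the median of the liver list was still low. Alb was at 12.85 at TS21 and 14.55 at TS27 (log2, authors' means), and Afp, the fetal albumin-like protein, at 13.79 and 14.36. The median of the 91 liver genes was 4.45 at TS16, 5.24 at TS19, 5.92 at TS21, 8.28 at TS23 and 11.23 at TS27. Between TS23 and TS25 69 of them rose and none fell, with a median change of 1.54. Ahsg was at 9.48 at TS22 and 13.76 at TS27.

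The median change of the list from TS19 to TS21 was 0.64, at percentile 100 of the matched random lists. With stage means under 7 set to 7 it was 0.00.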

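Genes of Cluster II rose after TS01 and again after TS11. Dkk2, a Wnt pathway modulator, went from 0.85 at TS01 to 7.55 at TS09 (log2, authors' means). Lhx1, a homeodomain factor of the gastrula head organizer, went from 1.25 to 7.90 over the same interval. Afp was at 10.18 at TS11 and 13.23 at TS13.

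Over 693 probe sets the mean was 4.97 at TS01 (SD over probe sets 2.31), 7.48 at TS09, 7.45 at TS11 and 8.41 at TS13. The step was 2.51 from TS01 to TS09 and 0.96 from TS11 to TS13. The highest mean was 9.04 at TS23. A floor of 7 on stage means reduced the span from lowest to highest stage from 4.09 to 1.84.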

The expression of genes in Cluster II had a first sharp rise between pre-implantation and gastrulation, and a second rise between gastrulation and organogenesis (Figure 3). These two developmental transitions affect the entire embryo. Not surprisingly, genes in the Cluster II were not clearly enriched for genes of particular organ systems. Instead, the cluster was enriched with GO categories for many common development events like organ development (FDR = 0), skeletal system development (FDR = 0), nervous system development (FDR = 0) and urogenital system development (FDR = 0), etc. 

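Some pathway genes of development lay in Cluster II. Of 56 genes of the Wnt, Notch, Hedgehog, TGF-beta and EGF pathways 13 lay in it, odds ratio 4.62 (Fisher's exact test, two-sided, adjusted p = 5.3e-04). Dkk1, an inhibitor of Wnt signalling, went from 4.33 at TS01 to 8.73 at TS09, and Ptch2, a Hedgehog receptor, from 2.84 to 4.82, both under 7 (log2, authors' means). Of 9 genes of the yolk sac endoderm 4 lay in the cluster, odds ratio 12.1 and adjusted exact p = 0.0188. Of these, Ttr, which carries thyroid hormone and retinol, went from 4.16 to 13.66 and Apom, an apolipoprotein, from 2.74 to 11.97.

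Organ development held 97 genes at a p of 5e-12 and a fold of 2.04 in the authors' deposited table. In the authors' deposited table skeletal system development held 25 genes at a fold of 3.07, nervous system development 52 at a fold of 2.13 and urogenital system development 20 at a fold of 4.80.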

(Additional file 6). 

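Gli2, a transcription factor of Hedgehog signalling on chromosome 1, was at 5.86 at TS01, 8.04 at TS09, 6.78 at TS11 and 9.91 at TS13 (log2, authors' means). Notch3, a receptor of the Notch pathway on chromosome 17, followed with 6.33, 7.98, 7.08 and 9.29. Foxc2, a forkhead factor of mesoderm on chromosome 8, was at 1.10, 4.52, 6.67 and 9.44. After its highest mean of 9.82 at TS19 Foxc2 came to 8.01 at TS27, while Gli2 was at 9.79 and Notch3 at 9.92 at that stage. All 3 genes rose from TS01 to TS09 and from TS11 to TS13.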

Many well-studied genes known to be important for development such as *Gli2, Notch3, Foxc2*[37-39] were found in this developmental cluster.

Compared with Cluster II, Cluster III is more likely a specialized “organogenesis” cluster since it contained groups of genes that had low levels of expression at pre-implantation and gastrulation stages but dramatically increased their expression at the beginning of organogenesis. 

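Genes of blood and muscle in Cluster III were low until TS11 and rose by TS13. Gypa, the glycophorin of red blood cells, went from 2.67 at TS11 to 9.15 at TS13 (log2, authors' means), and Hemgn, a nuclear protein of blood progenitors, from 3.08 to 8.63. Ttn, which encodes titin of the sarcomere, went from 2.76 to 9.36, and other probe sets of the gene lay in Clusters VII and VIII. Kcna5, a potassium channel gene, went from 3.25 to 7.16.

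Over 716 probe sets the mean was 4.52 at TS01 (SD over probe sets 2.18), 4.87 at TS11 and 6.36 at TS13. The step was 0.80 from TS13 to TS16 and 1.06 from TS16 to TS19. Its highest value was 8.74 at TS23. A floor of 7 on stage means reduced the span from lowest to highest stage from 4.23 to 1.63.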

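Signalling genes such as Dkk2 and Gli2 lay in Cluster II, and red blood cell genes such as Rhag and Hemgn lay in Cluster III. No gene list fixed in advance passed the test in both clusters. In the authors' deposited tables Cluster II had 68 categories and Cluster III 87, and 20 categories stood in both, which is 29.4 percent of the shorter list. Of these shared categories in the authors' deposited tables 17 were biological processes. The next largest overlap among the 6 clusters in the authors' deposited tables was 4 categories, for Clusters I and V.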

Interestingly, there was little overlap in the enriched biological function (GO) categories between these two clusters. Cluster III was heavily enriched with genes in GO categories associated with homeostatic process (FDR = 0) and ion transport (FDR = 0) although there was also enrichment for genes in nervous system development (FDR = 0) and muscle organ development (FDR = 0.01) (Figure 3, Additional file 7). This suggests that genes that are involved only during organogenesis are distinct from those participating in both gastrulation and organogenesis.

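Of 82 ion channel genes 17 lay in Cluster III, odds ratio 4.52 (Fisher's exact test, two-sided, adjusted p = 5.8e-05), and Kcne1l, a regulatory potassium channel subunit, rose from 1.54 at TS11 to 8.49 at TS19 (log2, authors' means). Of 59 neuron genes 13 lay in it, odds ratio 4.85 and adjusted exact p = 3.4e-04. Elavl4, an RNA-binding protein gene of neurons, went from 4.51 at TS11 to 11.82 at TS19, and another probe set of the gene lay in Cluster XIII. Of 66 striated muscle genes 14 lay in the cluster, odds ratio 4.62 and adjusted exact p = 2.8e-04, and Smpx was at 13.09 at TS27. Of 32 red blood cell genes 14 lay in it, odds ratio 13.4 and adjusted exact p = 1.4e-08.

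Homeostatic process held 37 genes at a fold of 2.26 and an FDR value of 0.012, and ion transport 41 genes at a fold of 2.06 and an FDR value of 0.035 in the authors' deposited table. Nervous system development held 66 genes at a fold of 2.76 and muscle organ development 18 at a fold of 3.65 in the authors' deposited table. With whole group 3 in place of Cluster III the odds ratio of the striated muscle list was 0.979.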

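Cell cycle genes of Cluster IV peaked near TS16 and immune genes of Cluster V were lowest near the same stage. Ccnf, a cyclin of the cell cycle, was at 6.91 in the egg, 11.15 at TS16 and 8.13 at TS27 (log2, authors' means). Igf2bp1, an RNA-binding protein of embryonic cells, went from 2.13 in the egg to 12.40 at TS16 and 7.87 at TS27. In Cluster V, C1qc, a complement subunit, was at 10.06 in the egg, 0.53 at TS16 and 10.30 at TS27, and Marco, a receptor of macrophages, was at 10.50 in the egg, 1.47 at TS09 and 7.46 at TS27.

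Over the 618 probe sets of Cluster IV the mean was 8.59 in the egg and 10.85 at TS16, and TS16 was the highest stage of 63.9 percent of them. Over the 555 probe sets of Cluster V it was 6.54 at TS13 (SD over probe sets 2.41) and 6.56 at TS16 (SD 2.47). TS13 was the lowest stage of 38.7 percent of these probe sets and TS16 of 36.2 percent.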

The expression patterns for Clusters IV and V were “arch-shaped” and were mirror image of each other, with the genes in Cluster IV having highest expression levels at TS16 while those in Cluster V having the lowest expression levels at TS16 (Figure 3). Cluster IV was highly enriched with genes in cell cycle (FDR = 0), M phase (FDR = 0), mitosis (FDR = 0) and cell division (FDR = 0) (Figure 3, Additional file 8), in agreement with the active cell proliferation during TS11 ~ 13 [30]. In contrast, genes in Cluster V had the highest expression levels in egg, and then a precipitous drop in gene expression during the first half of the embryogenesis and finally a rise during the second half. 

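Of 98 cell cycle genes 60 lay in Cluster IV, odds ratio 30.7 (Fisher's exact test, two-sided, adjusted p = 8.7e-49). Tk1 was at 10.92 at TS11 and 9.14 at TS27 and Mcm5 at 13.16 at TS16 and 10.43 at TS27 (log2, authors' means). The median of the cell cycle list was 9.04 in the egg, 11.39 at TS13, 11.56 at TS16 and 9.43 at TS27. Of 75 RNA splicing genes 15 lay in the cluster, odds ratio 4.35 and adjusted exact p = 2.8e-04, and Sfrs2, a splicing factor, was at 11.65 in the egg, 13.94 at TS16 and 12.47 at TS27.

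Cell cycle held 97 genes at a p of 1.1e-45 and a fold of 5.62, M phase 62 at a fold of 7.75, mitosis 47 at a fold of 8.75 and cell division 60 at a fold of 7.55 in the authors' deposited table.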

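Immune genes of Cluster V were high in the egg, low in mid-gestation and high again at TS27. S100a9 was at 12.44 in the egg and 13.03 at TS27. Spp1, which encodes the matrix protein osteopontin, was at 15.23 in the egg, 6.59 at TS16 and 13.89 at TS27 (log2, authors' means). Hp, which encodes haptoglobin, was at 10.23 in the egg, 2.11 at its lowest stage and 12.66 at TS27. Genes of cumulus and granulosa cells, which surround the oocyte in the follicle, were also high in the egg samples. Their median over 11 genes was 12.79 in the egg, 12.83 at TS01 and 8.91 at TS09. Cyp11a1, the first enzyme of steroid synthesis, was at 14.40 and Inha at 13.68 in the egg, and 1 of these 11 genes lay in Cluster V.

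The mean of Cluster V was 9.75 in the egg (SD over probe sets 1.72). It was 7.67 at TS09, and the step was -0.72 from TS09 to TS11, 1.01 from TS16 to TS19 and 0.58 from TS23 to TS25. The egg was the highest stage of 36.4 percent of its probe sets, TS01 of 25.9 percent and TS27 of 26.1 percent.

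**Figure D2:**
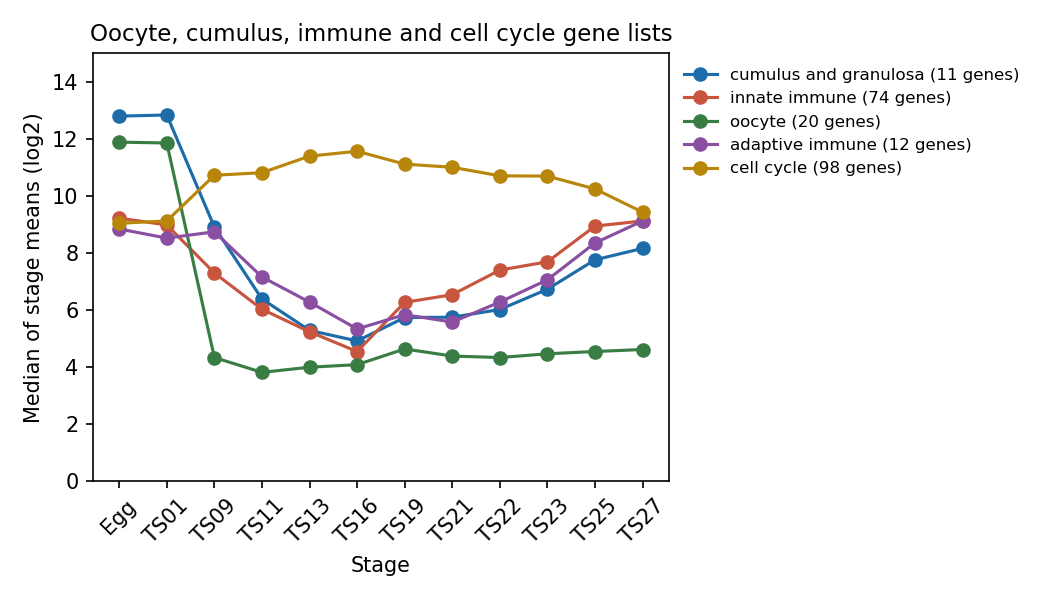
Median of the authors' stage means over the genes of 5 lists, log2 scale.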

In general, the genes with high levels of expression in the egg are regarded as maternal genes. Interestingly, the most noticeable, highly enriched GO categories were immune system process (FDR = 0), immune response (FDR = 0) and lipid metabolic process (FDR = 0) (Figure 3, Additional file 9). It is palpable to understand that the immune system-associated genes are significantly upregulated at the late stages of mouse development when the mouse immune system is developed and begins to function. 

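Of 74 innate immune genes 27 lay in Cluster V, odds ratio 10.4 (Fisher's exact test, two-sided, adjusted p = 3.0e-14). C1qa was at 10.86 in the egg and 10.58 at TS27 (log2, authors' means). Of 33 fatty acid oxidation genes 9 lay in the cluster, odds ratio 6.53 and adjusted exact p = 7.8e-04. Among them, Cpt1a, which admits fatty acids to mitochondria, was at 12.64 in the egg, 5.77 at TS16 and 11.42 at TS27, Acadl at 12.62, 9.37 and 13.09, and Acadvl at 11.34, 9.00 and 12.19. None of 128 genes of the ribosome and translation lay in Cluster V, adjusted exact p = 0.0173, or in Cluster I, adjusted p = 0.0240. The call for Cluster V did not pass with the probe set of the largest range, adjusted exact p = 0.12, and with whole groups 31 of them lay in group 5.

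In the authors' deposited table immune system process held 50 genes at a p of 1e-09 and a fold of 2.61, immune response 35 at a fold of 3.07 and lipid metabolic process 38 at a fold of 2.26.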

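Innate immune genes stood at a median of 9.22 in the egg, 4.55 at TS16 and 9.12 at TS27 (log2, authors' means, 74 genes). In the egg, 16 of the 27 genes in Cluster V and 24 of the 47 genes outside it had a mean of at least 9. Genes of lymphocytes and antigen presentation had a median of 8.84 in the egg, 5.34 at TS16 and 9.12 at TS27 over 12 genes. Cumulus and granulosa genes were at or above 9 in the egg in 9 of 11, with Serpine2, a secreted protease inhibitor, at 14.40 and Ptgs2, an enzyme of prostaglandin synthesis, at 13.51.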

The abundance of these genes in the mouse eggs implies the involvement of these genes in innate immune system. These findings may provide new clues for studying the development of innate immune system.

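Pluripotency genes rose after TS01, and none of those listed lay in Cluster VI. Pou5f1 was at 8.32 at TS01, 10.59 at TS09 and 2.99 at TS27 (log2, authors' means), and Dnmt3b, a DNA methyltransferase of early embryonic cells, at 9.26, 13.61 and 8.53. By the size of Cluster VI 0.2 of the 10 pluripotency genes were expected in it, so their absence carries little information. Among the genes of the cluster, Aurkc, an aurora kinase of germ cells, went from 10.61 in the egg to 4.17 at TS27, and Bcat1, an enzyme of branched-chain amino acid breakdown, from 13.73 to 8.45.

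Over the 260 probe sets the mean was 11.36 in the egg (SD over probe sets 1.63), 11.37 at TS01, 10.42 at TS11 and 9.34 at TS27 (SD 2.17). It fell by 1.02 from TS01 to TS09. The median of the pluripotency list was 7.87 in the egg, 10.91 at TS09 and 4.81 at TS27. With whole group 6 in place of Cluster VI the odds ratio of the list was 7.47, adjusted p = 0.01 by Fisher's exact test, two-sided.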

Cluster VI was the only “down-regulated” cluster among all major clusters, we expected to see that this cluster be enriched with genes in GO categories related to “pluripotency” because of the prevailing understanding that stem cell pluripotency gradually disappears in parallel with progressive cell differentiation during embryo development [40]. Surprisingly, the most noticeably enriched GO categories in Cluster VI were generic ones such as catabolic process (FDR = 0) and gene expression (FDR = 0) (Additional file 10). This may reflect the fact that the major processes associated with early embryogenesis is yolk utilization and the genes associated with such metabolic processes are no longer needed subsequently.

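None of the 38 gene lists was enriched in Cluster VI, by adjusted or unadjusted exact p at 0.05. The cluster held 200 of the 8118 genes, so few members of a list were expected in it, 3.2 of the 128 ribosome and translation genes. A moderate enrichment of a short list could therefore be missed. Fam110c was at 12.31 in the egg and 7.05 at TS27 and Lipg, an endothelial lipase, at 12.28 and 5.94 (log2, authors' means). Lysosome genes, which take part in breakdown, had a median of 11.26 in the egg, 9.11 at TS16 and 10.97 at TS27 over 39 genes, and those of the proteasome and ubiquitin list 11.49 in the egg, 12.18 at TS13 and 11.24 at TS27 over 46 genes.

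Catabolic process held 26 genes at a p of 0.00012, a fold of 2.31 and an FDR value of 0.19 in the authors' deposited table. Gene expression held 42 genes at a p of 0.0047, a fold of 1.51 and an FDR value of 7.3 in the authors' deposited table. The paper proposes that this may reflect yolk utilization in early embryogenesis, by genes no longer needed later.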

Thus, the different gene regulation clusters are enriched with genes that likely function together to facilitate the specific developmental processes at different stages of mouse embryonic development.

### Gene regulation during mouse organogenesis

As discussed above, mouse and human embryogenesis share extensive similarities but also have distinct differences. In particular, mouse and human development differs during organogenesis such as tail and sensory organ development. We have previous determined the gene regulation profiles at the 4 ~ 9^th^ weeks of human embryogenesis, covering the organogenesis period [18]. These stages correspond to mouse organogenesis at TS13-27/28 (Figure 1). To compared the human and mouse transcriptomes during organogenesis, we first analyzed the gene regulation profiles during mouse organogenesis.

Analysis of the transcriptome of mouse embryos at 6 stages from TS13 to TS27, namely TS13, 16, 19, 21, 23 and 27, revealed that 8,521 genes were significantly regulated during this developmental period. Most of these genes could be clustered into 4 temporal groups (Figure 4) (Additional file 11). 

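Neb and Lin28 stood in both the embryogenesis and the organogenesis list. Neb was at 0.97 at TS13 and 11.95 at TS27 and Lin28 at 12.99 and 4.89 (log2, authors' means). Of the 8521 probe sets 6385 also stood in the embryogenesis list and so had stage means, and 2136 had none. Of the probe sets with means 5446, or 85.3 percent, carried the authors' mark for a human ortholog. Values of the remaining probe sets could not be examined.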

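Atp1b4, a muscle gene of the sodium pump family, had the up label and went from 1.85 at TS13 to 13.33 at TS27 (log2, authors' means). Foxg1, a forebrain transcription factor, had the arch-up label and was at 8.06 at TS13, 11.02 at TS22 and 9.95 at TS27. The up pattern held 3231 probe sets or 37.9 percent, the down pattern 2297 or 27.0 percent, the arch-up pattern 1564 or 18.4 percent and the arch-down pattern 707 or 8.30 percent. The remaining 722 probe sets, 8.47 percent, had none of the 4 labels. Their mean went from 6.92 at TS13 to 6.18 at TS16 and 9.90 at TS27 over the 550 probe sets with means.

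Of 152 tests of the gene lists against the 4 patterns 70 passed at an adjusted p of 0.05 (Fisher's exact test, two-sided), 27 with more genes than in the background of 6584 genes and 43 with fewer.

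**Figure D3:**
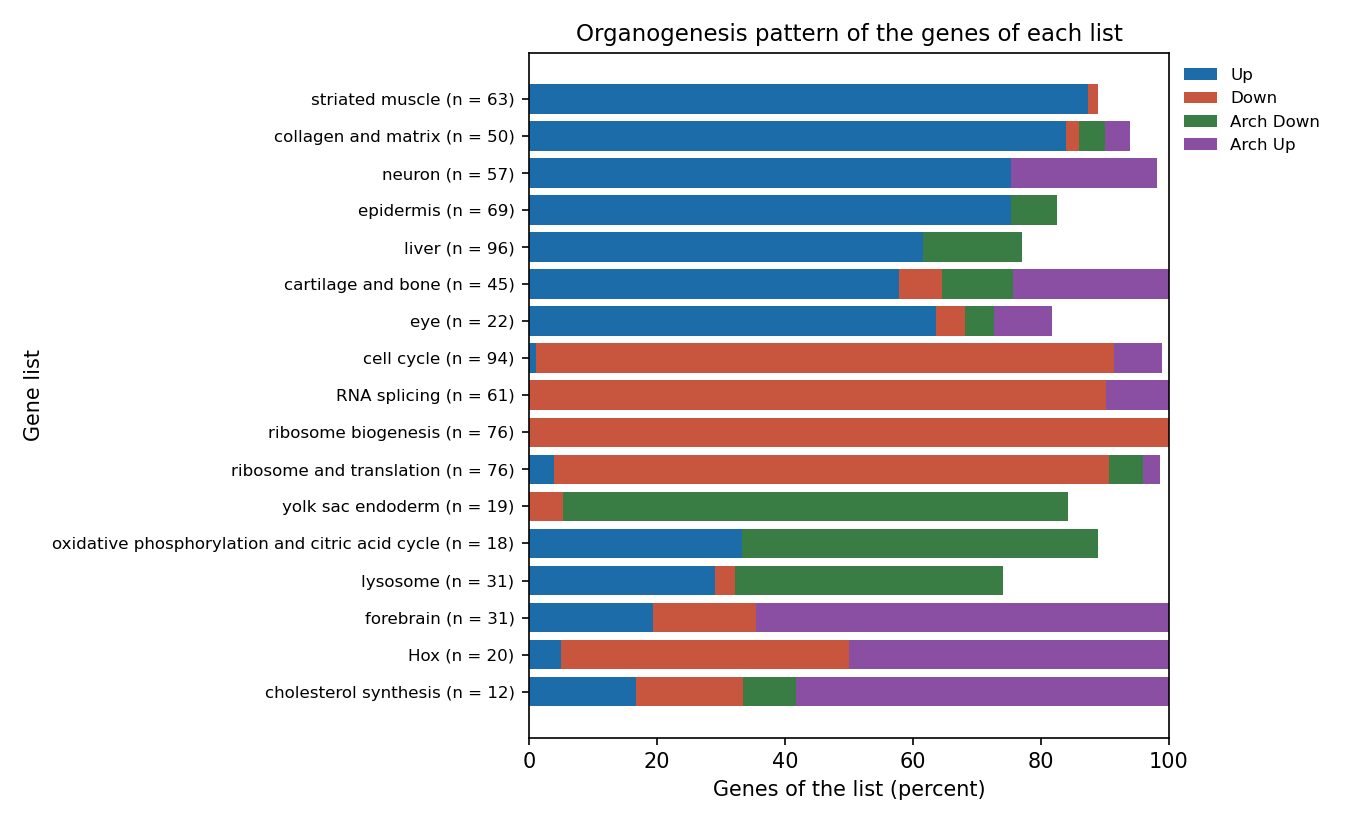
Percent of the genes of each list in each of the 4 organogenesis patterns, with the number of genes of the list.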

Group I represented the up-regulated gene clusters in which all the genes were gradually up-regulated from TS13 (Figure 4A); group II represented the down-regulated gene clusters (Figure 4B) in which all the gene were gradually down-regulated from TS13; group III represented the arch-down regulated gene clusters in which all the genes were downregulated from TS13 and after reaching a trough at TS19-TS21, were upregulated again (Figure 4C); the group IV represented the arch-up regulated gene cluster in which all the genes were first upregulated starting TS13 and after reaching a peak at TS19-TS21, were downregulated again (Figure 4D).

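Sln went from 1.67 at TS13 to 13.65 at TS27 in the up pattern (log2, authors' means), and Rhox5 from 12.91 to 4.63 in the down pattern. In the arch-down pattern Cldn2, a claudin of tight junctions, was at 10.53 at TS13, 4.32 at TS21 and 10.04 at TS27. In the arch-up pattern Nhlh2, a neuronal transcription factor, was at 2.00 at TS13, 11.26 at TS19 and 6.57 at TS27.

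The mean of the up pattern went from 5.89 at TS13 (SD over probe sets 2.39) to 9.56 at TS27 over 2499 probe sets, and that of the down pattern from 11.04 to 9.43 over 1907. The arch-down mean was 9.70 at TS13, 8.08 at TS19, 8.23 at TS21 and 10.45 at TS27 over 387 probe sets, and 62.0 percent of them had their lowest stage at TS19 or TS21. The arch-up mean was 7.46 at TS13, 9.53 at TS19, 9.56 at TS21 and 8.34 at TS27 over 1042 probe sets, and 73.2 percent of them were highest at TS19 or TS21. With a turn allowed from TS16 to TS22 the share of the arch-down pattern was 93.0 percent.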

**Figure 4:**

**Major temporal expression patterns during mouse organogenesis. (A)-(D)** Genes that were significantly regulated during organogenesis (between stages TS13-TS27) were clustered and the four major patterns with genes that were gradually up-, down-, arch-down-, and arch-up-regulated are shown, respectively. **(E)-(H)** GO analysis were carried out on the genes belonging to the 4 clusters shown in A-D and the corresponding biological categories highly enrichments (p < 0.001) in each of the four gene patterns are shown in E-H, respectively. In addition, the tissues where these genes are preferentially expressed are also shown for each pattern (p < 0.001), indicating distinct tissue specificities.

To investigate the potential roles of these different gene clusters in organogenesis, we determined the enriched GO categories and tissue preference of the genes in the clusters by using the methods of Huang da et al. [35]. 

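Genes of contractile muscle rose through organogenesis. Of 63 striated muscle genes 55 had the up label, odds ratio 11.4 (Fisher's exact test, two-sided, adjusted p = 1.3e-14), and Myot, a protein of the Z-disc, went from 1.65 at TS13 to 12.90 at TS27 (log2, authors' means). All 7 smooth muscle genes had it, adjusted exact p = 0.0039. Of 50 genes of collagen and matrix 42 had the label, odds ratio 8.67 and adjusted exact p = 3.4e-10.

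Tissue development held 129 genes at a fold of 1.55 and muscle organ development 52 at a fold of 2.26 in the authors' deposited table.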

The enriched GO categories in the genes of group I included tissue development and muscle organ development, etc. They were preferentially expressed in skeletal muscle, brain cortex, skin, etc., tissues that develop at late stages of organogenesis (Figure 4E) (Additional file 12). This is consistent with the potential role of genes in group I during this period. On the other hand, the enriched GO categories in the genes of group II included cell cycle and cell division (Figure 4F). 

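Neuron, ion channel and skin genes had the up label as well. Of 57 neuron genes 43 had it, odds ratio 5.07 (Fisher's exact test, two-sided, adjusted p = 8.1e-08), and Snap25 was at 3.31 at TS13 and 10.43 at TS27 (log2, authors' means). Of 70 ion channel genes 51 had it, odds ratio 4.44 and adjusted exact p = 2.9e-08. Of 69 epidermis genes 52 had it, odds ratio 5.06 and adjusted exact p = 3.0e-09, and Krt1 went from 3.98 at TS13 to 13.90 at TS27. Of 31 keratin genes 21 had it, adjusted exact p = 0.00393, and of 96 liver genes 59, odds ratio 2.63 and adjusted p = 2.0e-05. Of 12 lung genes 10 and of 34 pancreas and gut genes 22 had it, adjusted exact p = 0.00557 and 0.00647.

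In the authors' deposited table of tissues skeletal muscle held 60 genes at a fold of 2.85, brain cortex 162 at a fold of 2.09 and skin 158 at a fold of 1.68.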

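Cell cycle genes fell during organogenesis. Of 94 genes 85 had the down label, odds ratio 25.3 (Fisher's exact test, two-sided, adjusted p = 1.5e-35). Cdc6 fell by 3.25 from TS13 to TS27 and Aurka, a mitotic kinase, from 11.72 to 8.80 (log2, authors' means). Of 76 genes of the ribosome and translation list 66 had the label, odds ratio 17.5 and adjusted exact p = 3.5e-25. Of 7 pluripotency genes 5 had it, adjusted exact p = 0.0474, and Sall4, a zinc finger factor of embryonic stem cells, went from 12.28 to 4.73. The call of the pluripotency list did not pass with a background of genes reaching 8, adjusted exact p = 0.055.

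Cell cycle held 193 genes at a p of 2.8e-51 and a fold of 3.16, and cell division 110 at a fold of 3.91 in the authors' deposited table.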

Their downregulation likely reflects the broad transition from cell division during early embryogenesis to mainly cell differentiation during organogenesis. Another noticeable feature for this group was the enrichment of RNA splicing-specific genes, especially ncRNA (non-coding RNA) processing-associated genes. 

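Genes of RNA splicing and ribosome biogenesis fell during organogenesis. Of 61 splicing genes 55 had the down label, odds ratio 24.2 (Fisher's exact test, two-sided, adjusted p = 8.2e-23). Snrpf, a core protein of spliceosomal particles, went from 12.83 at TS13 to 10.31 at TS27 and Ddx39, an RNA helicase, from 13.37 to 10.89 (log2, authors' means). All 76 ribosome biogenesis genes, which process ribosomal and transfer RNA, had the label, adjusted exact p = 5.9e-41. Nolc1, a nucleolar protein, went from 12.14 to 9.46 and Rrp9, a factor of ribosomal RNA processing, from 10.14 to 7.57. Of 32 proteasome and ubiquitin genes 27 had it, adjusted exact p = 5.5e-10.

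RNA splicing held 100 genes at a fold of 4.97 and ncRNA processing 90 at a p of 5.5e-48 and a fold of 5.69 in the authors' deposited table.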

While the functional significance remains to be determined, many genes of this group were highly expressed in eggs (Additional file 13) and were among the genes in the only downregulated gene cluster (Cluster VI) during embryogenesis as described above, suggesting that the down-regulation of these genes started during early embryogenesis and continued during organogenesis.

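Among down-pattern genes Snrpf was at 11.83 in the egg and Nolc1 at 9.33 (log2, authors' means). Phlda2, an imprinted growth regulator of the placenta, was at 13.04 at TS13 and 5.35 at TS27. Over the 1907 probe sets of the pattern the egg mean was 9.69, and 122 of them, 6.40 percent, had their highest stage at the egg or TS01. The egg mean exceeded that of TS13 by at least 1 in 20.

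Of these probe sets 57 lay in Cluster VI and 640 in group 6. The 57 were 82.6 percent of the 69 Cluster VI probe sets in both lists, adjusted p = 2.2e-19 by Fisher's exact test, two-sided, and 2.99 percent of the down pattern. Of the 470 Cluster IV probe sets in both lists 466 had the down label, odds ratio 362 and adjusted exact p = 1.7e-254. Clusters and pattern labels were both drawn from profiles of the same arrays, so a falling cluster profile partly fixes the label in advance. A gene can also have several probe sets, which the p-values take as independent. They therefore describe the overlap and do not test it. Egg held 79 genes at a fold of 1.99 in the authors' deposited table of tissues.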

The genes in group III were enriched with genes in a series of GO categories associated with energy generation and utilization such as lipid metabolic and lipid biosynthetic processes, transport, localization, oxidoreductase activity, and generation of precursor metabolites and energy. 

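Some metabolic genes and most yolk sac genes had the arch-down label. Of 18 genes of oxidative phosphorylation and the citric acid cycle 10 had it, odds ratio 12.9 (Fisher's exact test, two-sided, adjusted p = 4.4e-06), and Pdha1 was at 12.36 at TS13 and 11.52 at TS21 (log2, authors' means). Of 26 lipid synthesis genes 7 had it, odds ratio 3.78 and adjusted exact p = 0.0169, while 12 had the up label, with Dgat2 of the arch-down genes, an enzyme of triglyceride synthesis, at 10.65 at TS13, 8.59 at TS21 and 11.84 at TS27. Fatty acid oxidation, 7 of 33, and glycolysis, 5 of 26, did not pass, adjusted exact p = 0.0518 and 0.141. Of 31 lysosome genes 13 had it, odds ratio 7.49 and adjusted exact p = 5.7e-06. Of 19 genes of the yolk sac endoderm 15 had it, odds ratio 39.1 and adjusted exact p = 6.7e-12, among them Ctsh, a lysosomal protease, at 12.25 at TS13, 7.42 at TS19 and 11.53 at TS25.

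In the authors' deposited table lipid metabolic process held 60 genes at a p of 4.7e-12 and a fold of 2.70, and lipid biosynthetic process 23 at a fold of 2.53 and an FDR value of 0.21. Oxidoreductase activity held 51 genes at a fold of 2.22 in the authors' deposited table.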

Data from tissue expression enrichment analysis indicated that these genes were mainly expressed in those organs involved in metabolism such liver, kidney and the mammary gland (Figure 4G) (Additional file 14). These genes are likely involved during early development in cell proliferation but not critical for differentiation during organogenesis. 

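Of 11 kidney genes 6 had the arch-down label, odds ratio 12.3 (Fisher's exact test, two-sided, adjusted p = 6.3e-04). Of these 6 genes 2 also stand in the yolk sac endoderm list, Lrp2 among them, and only Folr1 and Lrp2 had stage means. Folr1, a folate receptor, was at 11.09 at TS13, 6.28 at TS19 and 9.93 at TS27, and Lrp2, an uptake receptor of proximal tubule and yolk sac, at 9.98 at TS13, 5.70 at TS23 and 7.89 at TS27 (log2, authors' means). Among genes of liver and yolk sac, Rbp4, the retinol carrier, was at 13.51 at TS13, 10.07 at TS19 and 13.04 at TS27. Fabp1, the fatty acid binding protein of the liver, was at 8.62 at TS13, 4.83 at TS16 and 13.50 at TS27.

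The liver list itself had an odds ratio of 1.91 for the arch-down label and did not pass the test with genes as units. With all probe sets as units it was 2.25, adjusted exact p = 0.0093. Liver held 215 genes at a fold of 2.09, kidney 171 at a fold of 2.63 and mammary gland 101 at a fold of 1.59 in the authors' deposited table of tissues.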

Toward the end of organogenesis, they are upregulated again as the organs mature to exert physiological function.

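Some arch-down genes rose again by TS25 or TS27. Apoa4 rose from 2.99 at TS23 to 12.16 at TS25 (log2, authors' means), and Idh3a, a citric acid cycle enzyme, from 11.44 at TS21 to 13.04 at TS27. Prlr, the prolactin receptor, was at 8.15 at TS13, 3.06 at its lowest stage and 8.23 at TS27. The mean of the arch-down pattern was 9.99 at TS25.

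The paper states that these genes are upregulated again toward the end of organogenesis as the organs mature.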

The enriched GO categories in the genes of group IV included cartilage development, forebrain development, and eye development, with the genes preferentially expressed in the corresponding tissues/organs (Figure 4H) (Additional file 15). This appears to be consistent with the fact that as the development of these organs/tissues completes, the expression of these genes are no longer needed when the embryos prepares for postnatal life.

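Some forebrain transcription factors rose to about TS19 and then fell. Of 31 forebrain genes 20 had the arch-up label, odds ratio 9.53 (Fisher's exact test, two-sided, adjusted p = 1.8e-08), while 6 had the up label and 5 the down label. Neurog2, a proneural factor, was at 6.28 at TS13, 10.24 at TS19 and 6.01 at TS27, and Hes5, a Notch target, at 7.24, 9.88 and 6.75 (log2, authors' means). Of 42 signalling genes 17 had it, odds ratio 3.55 and adjusted exact p = 6.3e-04, and of 20 Hox genes 10, odds ratio 5.19 and adjusted p = 0.00176. Of 12 cholesterol synthesis genes 7 had it, adjusted exact p = 0.00378, with Hmgcr, the rate-limiting enzyme, at 9.63, 10.52 and 9.60. Of 45 cartilage and bone genes 26 had the up label, adjusted exact p = 0.0214 against its share among all genes, and 11 the arch-up label. Of 22 eye genes 14 had the up label, adjusted exact p = 0.0371, which did not pass with the largest range, the background reaching 8 or all probe sets as units.

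Cartilage development held 18 genes at a fold of 3.99, forebrain development 44 at a p of 2.9e-17 and a fold of 4.55, and eye development 20 at a p of 0.0018 and a fold of 2.20 in the authors' deposited table.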

### Conserved as well as divergent gene regulation patterns underlying mouse and human organogenesis

Based the most recent report of the Mouse Genome Database (MGD) [41], 5,670 out of the 8,521 mouse genes that were regulated during organogenesis have known orthologous human genes. During the corresponding period of human organogenesis, i.e., between the 4-9th week, 5,358 genes were significantly regulated [18], of which 3,950 genes have known mouse orthologs. Surprisingly, when we compared the 5,670 regulated mouse genes with the 3950 regulated human genes, we found that only 1,760 (~31%) genes were commonly regulated during organogenesis in both species (Figure 5). This ratio likely underestimate the commonly regulated genes between human and mouse since 1) many orthologous genes have not yet been annotated between mouse and human in the database and 2) there are likely other regulated genes not yet identified by the microarray studies. Nonetheless, it is much less than the 95% homology between mouse and human genome, suggesting distinct regulation of the transcriptome during mouse and human organogenesis.

**Figure 5:**

**Most of the up- and down-regulated genes are common during mouse and human organogenesis. (A)** Venn diagrams between mouse and human genes whose expression significantly changed during organogenesis. **(B-D)** Venn diagrams of the subsets of genes in panel **(A)** that were up- **(B)**, down- **(C)**, and arch-up- **(D)** regulated, respectively. **(E-G)** Heat-map expression profiles of the common genes between human and mouse in **B–D**, respectively. **(H-I)** Heat-map expression profiles of selected genes involved in 4 signaling processes that are up- **(H)** or down- **(I)** regulated similarly during organogenesis in mouse and human.

Of the four major clusters of the genes regulated during mouse organogenesis, only three, groups I, II, and IV (Figure 4), were identified among the genes regulated during human organogenesis [18]. When the genes in the corresponding groups were compared, we found that 378 genes were among the common upregulated genes in mouse and human (p = 0.00), accounting for 53.5% of the genes in the mouse up-regulated gene cluster and 92.9% of the genes in the human up-regulated gene cluster, respectively (Figure 5B). Similarly, there were 451 genes were commonly downregulated in both mouse and human (p = 0.00), comprising 69.5% of the genes in the mouse down-regulated gene cluster and 75.7% of the genes in the human down-regulated gene cluster, respectively (Figure 5C). These shared upregulated or downregulated genes during organogenesis not only exhibited similar gene expression pattern (Figure 5E-F) but, more importantly, also had similar enriched GO groups as exemplified by genes in several signal transduction pathways (Figure 5H-I). 

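Up-pattern genes marked by the authors as regulated the same way in human included Egfr, the receptor of epidermal growth factor. Of the 3231 probe sets of the pattern 318 carried this mark, 9.84 percent. By gene symbol 238 of 2507 genes carried it, 9.49 percent. A further 60 marked probe sets had none of the 4 pattern labels, 50 of 569 genes or 8.8 percent. Marks were the authors' own, and no human values were analysed here.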

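Down-pattern genes carried the human mark more often than up-pattern genes. By gene symbol 367 of 1849 down-pattern genes carried it, 19.8 percent, and 238 of 2507 up-pattern genes, 9.49 percent, with an odds ratio of 0.424 for up against down (Fisher's exact test, two-sided, adjusted p = 6.1e-22). In probe sets these were 451 of 2297, 19.6 percent. Birc5, an inhibitor of apoptosis and mitotic regulator, was among those marked. The mark needs a gene in the matching human group, so the shares of marked genes also depend on the size of that group. Seen from the human side the paper's percents run the other way, with a larger share of the human up group shared than of the human down group.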

Many of the commonly upregulated genes likely participated in the development of the individual organs while the shared downregulated genes were involved the cell proliferation prior to organogenesis. For example, the commonly upregulated genes included genes such as *EGFR*, which is closely associated with epidermal development [42], and *BMP2*, which is important for skeleton development [43,44]. Likewise, among the commonly downregulated genes, were *BIRC5*, *aurora A/B* and many members of cyclin family genes whose functions were significantly associated with cell cycle and cell proliferation [45-48]. They were down regulated as the embryo changed from mainly cell proliferation to organ development. Thus, these commonly regulated genes likely play critical roles for the conserved developmental processes between mouse and human.

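Egfr was at 7.17 at TS13, 7.88 at TS19, 8.45 at TS23 and 8.94 at TS27 (log2, authors' means). From TS13 to TS27 it rose by 1.77. It lay in Cluster V, with 8.86 in the egg. Its largest step between adjacent stages from TS13 onward was 0.67, from TS25 to TS27, so it met the size rule over the whole period and in no single interval.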

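Mitotic genes fell together from TS13 to TS27. Birc5 was at 12.54 at TS13 and 10.40 at TS27, a change of -2.14, Aurka changed by -2.92, and Aurkb, the kinase of the chromosomal passenger complex, by -1.82 (log2, authors' means). Among cyclins, Ccna2 changed by -2.08, Ccnb1 by -2.19 and Ccnb2 by -1.45, and all 3 had the down label and the human mark. Ccne2 changed by -1.81 with the down label and without the mark. Ccnd1 and Ccnd2, cyclins of the G1 phase, had the arch-up label, with values at TS27 differing from TS13 by -0.24 and -0.54. Ccng1 rose by 1.43 and had no pattern label.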

For the third common cluster, group IV or the arch-up regulated gene cluster, there were only 68 common genes, comprised of only 38.9% of the mouse arch-up regulated gene cluster and 22.5% of the human arch-up regulated gene cluster, respectively (Figure 5D), much less than the other two groups (Figure 5B, C) (p = 0.03), suggesting that this expression pattern (Figure 5G) was not highly conserved during organogenesis. 

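Arch-up genes carried the human mark less often than genes of the up and down patterns. By gene symbol 53 of 1070 carried it, 4.95 percent, against 605 of 4356, 13.9 percent, odds ratio 0.323 (Fisher's exact test, two-sided, adjusted p = 2.6e-18). In probe sets 68 of 1564 carried it, 4.35 percent. Arch-up genes include Neurog1 at 9.55 at TS19 and 1.64 at TS27 and Robo3, an axon guidance receptor, at 8.15 and 3.62 (log2, authors' means). The comparison takes genes as units, and the human stages behind the mark were not analysed here. The share of marked genes also depends on the size of the matching human group.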

Consistently, GO analysis indicated that genes in this group might have different roles during mouse and human development. In human, the genes in this arch-up regulated gene cluster were enriched with genes associated with various metabolic processes,transcriptional regulation and eye development [18], and there was no enriched tissue expression except for genes during eye development. On the other hand, in mouse, the genes in this cluster had enriched with genes associated with the forebrain development, neurogenesis, cartilage development in additional to eye development, etc. (Additional file 15). The most noticeable common feature was that the genes associated with eye development, which is consistent with the conserved eye developmental events, such as the eye ball formation as well as pigmentation in the eyes, etc., in both mouse and human during this period.

Unlike the above three groups of genes regulated during organogenesis, there was no significant group for the arch-down regulated genes during human organogenesis [18]. It is tempting to hypothesize that genes in this cluster may have important roles in determining the developmental divergence during mouse and human organogenesis. 

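Arch-down genes carried no human mark, in 0 of 589 genes. The mark stands for the same pattern in human, and the paper reports no significant arch-down group in human, so this count follows from how the mark was made. Genes with the label include Lrrc19, at 7.58 at TS13, 0.00 at its lowest stage and 6.23 at TS27, and Ttr, at 14.48 at TS13, 11.93 at TS19 and 14.33 at TS27 (log2, authors' means). The paper proposes that genes of this cluster may have roles in the divergence of mouse and human organogenesis.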

Carefully examination revealed that many of the mouse genes in this group (arch-down or group III) (Figure 4C) were present in the group II of the downregulated gene cluster during human organogenesis (data not shown). These genes were expressed at very low levels toward the end of organogenesis in human, which contrasted sharply to their upregulation at the similar stages of mouse development (Figure 4C). As indicated above, the genes in mouse group III were enriched with genes in a series of GO categories associated with energy generation and utilization. Our finding suggests that one of the significant differences between the mouse and human development is on energy generation and consumption toward the end of organogenesis. The difference may be responsible for the major developmental difference between mouse and human, that is, the birth of the mouse embryo at the end of organogenesis vs. the extended in utero growth of the human embryo after organogenesis. The striking difference between the lengths of pregnancy in mouse and human requires different strategies for energy generation and utilization as well as other metabolic processes. During the period from stage TS13 to TS19, the mouse depends on the placenta for energy supply, just like the human embryo at the similar stages. Starting from stage TS19, as the embryonic organs associated with metabolism such as the liver gradually mature, the placenta degenerates and the energy supply and metabolite exchanges are gradually switched from the placenta to the liver. This transition prepares the fetus for their independent postnatal life upon birth [49]. Thus, the genes associated with energy metabolism in the eggs that are downregulated at the earlier stages will need to be upregulated again after TS19 when the placenta degenerates and the organs associated with energy metabolism such as the liver mature (Figure 4G). On the other hand, the human embryo of similar stages and even after organogenesis still uses the placenta for energy and metabolite supply, so the genes associated with such functions do not need to be upregulated at late organogenesis stages.

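Genes of energy metabolism were present from the egg to TS27. The median of 30 genes of oxidative phosphorylation and the citric acid cycle was 12.24 in the egg, 12.60 at TS09, 11.68 at TS23 and 12.59 at TS27 (log2, authors' means). Fatty acid oxidation genes had a median of 10.77 in the egg, 8.86 at TS13, 8.96 at TS19 and 11.91 at TS27 over 33 genes. Glycolysis genes had a median of 9.03 in the egg, 8.18 at TS11 and 10.78 at TS27 over 27 genes. Lipid synthesis genes had 9.55 in the egg, 8.18 at TS16 and 10.49 at TS27 over 28 genes. Over the 387 arch-down probe sets the egg mean was 9.64, and 132 of them, 34.1 percent, were highest at the egg or TS01.

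The lowest stage from TS13 onward was TS16 in 85 arch-down probe sets, TS19 in 154 and TS21 in 86. No sample was labelled as placenta, so the switch of supply itself was not measured.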

Thus, by comparing to the recently published gene expression profiles during human organogenesis, we identified 1,760 commonly regulated genes during mouse and human organogenesis. Our analyses showed that the genes in the up-regulated and down-regulated gene clusters were mostly conserved during mouse and human organogenesis and are likely responsible for the similarities between mouse and human organogenesis. On the other hand, the genes in the arch-up regulated gene cluster, which are less conserved between mouse and human organogenesis, and those in the arch-down regulated gene cluster, which is unique to mouse organogenesis, appear to be critical for the divergence between mouse and human embryogenesis.

### A molecular interaction network governing mouse organogenesis

Embryogenesis involves complex spatiotemporal interactions among diverse groups of genes. To determine if and how the genes that are regulated during mouse organogenesis interact with each other, we used the STRING database and the Cytoscape visualizing tool to characterize the signaling and regulatory interactions among the regulated genes [50,51]. As show in Figure 6A, all proteins encoded by the regulated genes were color-coded based on their expression pattern. Among four groups of genes, proteins encoded by genes in the up-regulated, down-regulated and the arch-up regulated have more interactions among themselves than with proteins outside their own groups (p < 0.01). To investigate the details of this protein interaction network, we analyzed densely connected regions of the network. Figure 6B shows a sub-network with proteins closely related to cell cycle and mitosis (p = 0) as detected by MCODE analysis [52]. 

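Orc1l, a subunit of the origin recognition complex, and Bub1, a checkpoint kinase of the spindle, had the down label. From TS25 to TS27 19 of 98 cell cycle genes fell and none rose, with a median change of -0.78, and from TS23 to TS25 7 fell and none rose, with a median change of -0.46. Rrm2 was at 13.59 at TS13 and 11.39 at TS27 (log2, authors' means). Protein interactions were not analysed here.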

Most proteins in this subnetwork were downregulated, as expected from the analysis of the downregulated group above. Importantly, the interaction network showed that among the cell cycle related genes, the downregualted ones interacted with each other while the small fraction of upregulated cell cycle related genes were clustered into a different subnetwork, demonstrating that genes functioned together were coordinated regulated.

**Figure 6:**

**A molecular interaction network during mouse organogenesis. (A)** The 1000 most significantly regulated genes among the 4 major patterns shown in Figure 4 during mouse organogenesis were analyzed by using the STRING database to obtain a protein interaction network. Each line between any two proteins (dots) indicates an interaction. The genes are grouped into 4 categories based on their cellular locations. The color indicates the gene regulation patterns as in Figure 4. **(B)** The cell cycle sub-network showing that many interacting proteins have similar expression profiles: most genes on the left circle are down-regulated while those on the left are arch-up regulated. The size of each dot is proportional to the number of interactions the protein has within the network. **(C)** The neurogenesis genes subnetwork showing that the arch-down genes may function to bridge interactions among the proteins in different regulation groups in the network.

The interaction analysis also allowed us to assign the cellular localizations of the encoded proteins (Figure 6A). Interestingly, the arch-down regulated genes encoded disproportionally proteins located on the plasma membrane and they had more interactions with proteins encoded by genes in the other regulation groups than with themselves (Figure 6A). Our analysis above suggests that the arch-down regulated genes likely play important roles in determining the species-specific development in mouse. The interaction pattern of the downregulated group indicates that the arch-down genes may function to bridge interactions among genes in different regulation groups. As an example, by using the jActive-module of Cytoscape [53], we identified a subnetwork that included all four groups of expression patterns shown in Figure 4 and were significantly enriched with genes related to nervous system development (p = 0) (Figure 6C), showing clearly that several proteins of the arch-down regulated group had extensive interactions with proteins encoded by genes in the other regulation groups (Figure 6C).

### Efficiency of gene utilization as a potential developmental strategy in different organisms

Evolution from lower to higher species can be exhibited in different aspects such as body morphology and size, organ functions, tissue structures, as well as genomic organizations, etc. [54]. At the genome level, the C-value enigma indicates that the size of genome does not represent the evolutionary order of different species [55,56]. Based on our analyses of the transcriptome during mouse and human organogenesis, we wonder if transcriptome regulation may be an indicator of evolution. Considering efficiency as a selective pressure in evolution, different species may need alter the expression of different number of genes for a similar developmental process. To investigate this possibility, we focused on the mouse developmental period from TS13 to TS27 and the corresponding human developmental period, i.e., from week 4 to week 9, and analyzed the percentages of genes expressed or regulated. The total number of genes expressed in human [18] and mouse (this study) were 28,761 and 27,966 (Table 1), accounting for 57.4% and 71.6% of the total genes identified in both species, respectively, which was statistically different (p = 0). Thus, a higher percentage of mouse genes than human genes participated in development. Furthermore, we found that the number of genes that were regulated during human and mouse organogenesis, i.e., from stage TS13 to TS27 for mouse and week 4 to week 9 for human, were 5,358 and 8,521, which accounted for 10.7% and 21.8% of the total genes in human and mouse, respectively. Again, the regulated genes as a percentage of total genes needed for organogenesis were significantly different between the two species (p = 0), i.e., mouse needs a higher percentage of regulated genes than human does for organogenesis. Taking together, we suggest that the more evolutionarily advanced species, e.g., human, the more efficient it is in gene utilization for development. To further test this possibility, we analyzed the transcriptome data for the organogenesis of zebrafish [57], a less advanced species compared to mouse (Table 1). We found that as many as 68.9% genes participated during zebrafish organogenesis, significantly higher than that of mouse (p = 0). Thus, the evolutionary strategy for zebrafish appears to be using more genes than those during mouse development (p = 0), consistent with the findings from the comparison of the mouse and human transcriptome. Thus, the transcriptome activity during different periods of embryogenesis may serve as a new criterion to evaluate evolutionary strategy in different species. Clearly additional data from deliberately designed studies are needed to further support and validate this hypothesis.

**Table 1:** Comparison of transcriptome activity during organogenesis among different species

	**Number of differentially expressed genes**	**Number of expected differentially expressed genes**	**Number of expressed genes**	**Number of expected expressed genes**	**Number of genes on the microarray**
**Human**[18]	5358	—	28761	—	50093
**Mouse**	8521	6077	27857	24789	39014
**Zebrafish**[57]	15094	8488	—	—	21893

## Conclusions

We have reported here the first genome-wide gene expression analysis of the entire mouse embryogenesis. Our data indicate that the GO categories or signaling processes that are significantly regulated during development correlate well with the developmental changes taking place at the particular stages. Furthermore, our comparative analyses suggest that a unique group of genes with a distinct regulation pattern during mouse organogenesis that is absent during human development underlies the developmental divergences between human and mouse, while the majority of the genes in the three other major temporal regulation groups are conserved between mouse and human, consistent with the general similarity of mouse and human development. Given our earlier observation that genes function in a given process tends to be developmentally co-regulated during organogenesis [18,25], our microarray data here should help to identify genes associated with mouse development and/or infer the developmental functions of unknown genes. Finally, our findings suggest that the complexity of gene regulation during development may serve as an evolutionary strategy in vertebrates.

## Methods

### Ethics statement

All animal experiments were approved by the Animal Research Ethics Board of Wuhan University in China and were in compliance with institutional guidelines on the care of experimental animals.

### RNA preparation

All mice used were obtained from ABSL-3 lab, Wuhan University. F1 females were superovulated by injecting first 10 IU PMSG and then 10 IU hCG 48 ~ 50 h later. Oocytes were collected 14 ~ 16 h after hCG treatment. 25 ~ 50 oocytes were obtained from each successfully supervulated mice. Each biological replicate had 500 oocytes or more. To collect fertilized eggs, females were mated with healthy F1 males and fertilized eggs were collected at 18 h after hCG. Each replicate had 500 eggs or more. The ages of the post-implantation embryos were carefully determined according to the standard protocol (Additional file 1A). For each biological replicate more than 20 embryos were dissected from different F1 females. At each stage 3 replicates were used for microarray analysis and another was kept for RT-PCR validation of the microarray results. All samples were homogenized in Trizol Reagent (Invitogen, USA) for further RNA isolation.

### Real-time quantitative RT-PCR

This was done with the primers for indicated genes (Additional file 16) and the SYBR^®^ qPCR Mix (Toyobo, Japan) on an ABI PRISM 7500 and analyzed using the Sequence Detection System 2.0 software.

### Microarray analyses

The gene expression profiles of the mouse samples were performed by using the Affymetrix Mouse Genome 430 2.0 GeneChip microarrays (Affymetrix, Santa Clara, CA) according to the manufacturer’s protocol. The raw expression data were normalized using Affymetrix Microarray Suite 5.0 (MAS 5.0) with quantile normalization. The normalized data for all arrays have been deposited in the Gene Expression Omnibus (GEO) at the NCBI [58] and are accessible through GEO Series accession number GSE39897 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39897). The Pearson’s correlation coefficient was calculated to show a high degree of reproducibility of among the replicas (Additional file 1B). A transcript was scored as “detected” or “expressed” if significant signal was detected on two or three of the individual microarrays for the three independent replicas [28].

### Bioinformatics analysis of developmentally regulated genes

*T*-test was used to detect differentially expressed genes between adjacent developmental stages with a p value cutoff of 0.05. Genes that exhibit expression differences only in one pair of developmental time points were defined as “unique differentially expressed genes”. The MaSigPro [34] procedure was employed to detect the transcripts exhibiting consistent changes within the triplicates as well as differential expression across whole developmental stages or organogenesis.

The major gene expression patterns were identified by using the Serial Expression Analysis (SEA) tools [59]. For detection of significantly changed transcripts, R-Squared was set to 0.8 when using the MaSigPro method supplied in the SEA online system. These differentially expressed genes were then clustered via the hierarchical clustering method to explore their major expression trends. All differentially expressed gene sets were then subjected to the DAVID web program [35] to identify enriched biological themes and quantify the function categories. Function categories was consider significant only if the p < 0.001, enrichment fold > 2 and FDR < 0.001.

### Comparisons of gene expression data during organogenesis between mouse, human And Zebrafish

The transcriptome data of the organogenesis embryos during organogenesis (CS9-23, which resembles the mouse organogenesis period of TS13-TS27) and zebrafish embryos during organogenesis were obtained from NCBI GEO [GSE15744 and 24840, respectively] [18,57]. The up-regulated, down-regulated and arch-up-regulated clusters of mouse genes were used for the comparison with relevant clusters during human organogenesis. The significance of overlaps for each comparison was evaluated using the Fisher’s exact test. The human homologs of the mouse genes were obtained by using MGI database homology data [2].

The mouse, human, and zebrafish array data were subjected to the same normalization method and differential gene detection method (1-way ANOVA, p < 0.05) before comparing the number of expressed and differentially expressed transcripts among three species.

Chi-square test was used to quantify that the numbers of regulated genes needs for organogenesis were significantly different in three species.

### Construction of the mouse organogenesis subnetworks

Genes from four regulated clusters during mouse organogenesis were subjected to the STRING (medium confidence, ≥0.4) analysis to obtain their interaction network [50]. The Cytoscape plug-in Cerebral was used to visualize the subnetwork, which is configured based on subcellular localization information of genes [51]. These localization data were obtained from the online DAVID GO Terms including the “nucleus” (GO: 0005634), “cytoplasm” (GO: 0005737), “plasma membrane” (GO: 0005886), and “extracellular region” (GO: 0005576). The MCODE plug-in was used to detect densely connected regions in large protein-protein interaction networks that may be related to molecular complexes [52]. The jActive-module plug-in was used to identify connected regions of the network that show significant changes in expression over particular subsets of expression conditions [53]. Chi-square test was used to quantify that the genes have more interactions among the genes within their own groups than with genes outside their own groups.

### Accession codes

The data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession number [GSE39897].

## Abbreviations

CS: Carnegie stage; TS: Theiler stage; GO: Gene ontology; MGD: Mouse genome database; GEO: Gene expression omnibus; MGI: Mouse genome informatics; SEA: Serial expression analysis.

## Competing interest

The authors have declared that no competing interests exist.

## Authors’ contributions

LX, MXG, YBS and WXL conceived and designed the experiments. LX, JYC, JM and MXG performed the experiments. LX, JYC, JM, ZH, MXG, LF, YBS and WXL analyzed the data. LX, ZH, LF, YBS and WXL wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Is a figure showing information concerning microarray sample. Click here for file

Additional file 2 Lists all expressed genes with their stages of expression and the stages, if any, when the gene was uniquely regulated. Click here for file

Additional file 3 Is a figure showing 20 clusters for 11,458 regulated genes during mouse embryogenesis. Click here for file

Additional file 4 Is a table listing the 11,458 genes regulated during mouse embryogenesis from egg to TS27. Click here for file

Additional file 5 **Is a table listing enriched GO categories for the Cluster I in Additional file **4**.** Click here for file

Additional file 6 **Is a table listing enriched GO categories for the Cluster II in Additional file**4. Click here for file

Additional file 7 **Is a table listing enriched GO categories for the Cluster III in Additional file **4. Click here for file

Additional file 8 **Is a table listing enriched GO categories for the Cluster IV in Additional file **4. Click here for file

Additional file 9 **Is a table listing enriched GO categories for the Cluster V in Additional file **4. Click here for file

Additional file 10 **Is a table listing enriched GO categories for the Cluster VI in Additional file **4. Click here for file

Additional file 11 Is a table listing the 8,521 genes regulated during mouse organogenesis from TS13 to TS27. Click here for file

Additional file 12 **Is a table listing enriched GO categories for the UP group in Additional file **11. Click here for file

Additional file 13 **Is a table listing enriched GO categories for the DOWN group in Additional file **11. Click here for file

Additional file 14 **Is a table listing enriched GO categories for the ARCH-DOWN group in Additional file **11. Click here for file

Additional file 15 **Is a table listing enriched GO categories for the ARCH-UP group in Additional file **10. Click here for file

Additional file 16 **Is a table listing primers for real-time quantitative RT-PCR shown in Additional file **1. Click here for file

# Supplementary material for: Global expression profiling reveals genetic programs underlying the developmental divergence between mouse and human embryogenesis
**Source:** BMC Genomics. 2013 Aug 20;14:568. doi: 10.1186/1471-2164-14-568
**Supplement:** Additional file 1 — Is a figure showing information concerning microarray sample.

A

Information concerning mouse embryo collection and staging

Dpc	Staging Criteria [§]	Equivalent<br>Theiler<br>Stage(mouse) [†]	Equivalent<br>Carnegie<br>Stage(Human) [†]
Oocyte	Mature eggs	/	/
E0.5	Fertilized eggs	TS01	CS01
E 4	Free blastocyst	TS05	CS03
E6.5	Advanced endometrial reaction	TS09	CS06
E7.5	Neural plate, presomite stage	TS11	CS08
E8.5	Turning of the embryos, 8-12somites	TS13	CS10
E10	Closure of posterior neuropore;<br>hind limb bud and tail bud	TS16	CS13
E11.5	Lens vesicle completely separated from surface	TS19	CS16
E13	Anterior footplate indented, marked pinna	TS21	CS18
E14	Fingers separate distally	TS22	CS20
E15	Toes separate	TS23	CS21~22
E17	Fingers and toes joined together	TS25	Fetal period
Newborn	Newborn mouse	TS27	

[§] reference: Theiler, The house mouse. Springer-Verlag, NY (1972)

[†] resource: Edinburgh Human Developmental Anatomy;
O'Rahilly, Early human development and the chief source of information on staged
human embryos. Eur. J. Obstet. Gynec. Reprod. Biol. 9 p273 (1979)

B**C**

Cluster I

Cluster IV

Cluster II

Cluster V

Cluster III

Cluster VI

Additional file 1 (A) Information concerning mouse embryo collection and staging.

(B) Pair-wise correlation analyses of transcriptome profiles of microarray samples. The colors relate to Pearson's correlation coefficient values, with colors indicating positive (red) or negative (green) correlations among the samples. Note that in general, embryos of closely related stages had similar overall gene expression profiles (red, near the diagonal line) compared to those further apart (green, near the base of the triangle), consistent with the staging of the embryos.

(C) Validation of microarray data by quantitative RT-PCR on genes selected from the six developmental clusters as shown in Figure 3. Experiments were performed with independent RNA samples. Data are represented as mean values. Note the temporal regulation pattern for each gene as determined by RT-PCR agreed with that determined by microarray.

# Supplementary material for: Global expression profiling reveals genetic programs underlying the developmental divergence between mouse and human embryogenesis
**Source:** BMC Genomics. 2013 Aug 20;14:568. doi: 10.1186/1471-2164-14-568
**Supplement:** Additional file 3 — Is a figure showing 20 clusters for 11,458 regulated genes during mouse embryogenesis.

Group 1

Group 2

Group 3

Group 4

Group 5

Group 6

Additional file 3 20 clusters for 11,458 regulated genes during mouse embryogenesis.

Cluster analysis of 11,458 regulated genes was performed using the Serial Expression Analysis tools. Then all the 20 clusters were divided into six groups of related clusters for further analysis. One representative cluster, cluster I to VI, was chosen as a representative for group 1 to 6, respectively, and shown on the left.

# Supplementary material for: Global expression profiling reveals genetic programs underlying the developmental divergence between mouse and human embryogenesis
**Source:** BMC Genomics. 2013 Aug 20;14:568. doi: 10.1186/1471-2164-14-568
**Supplement:** Additional file 16 — Is a table listing primers for real-time quantitative RT-PCR shown in Additional file 1.

Additional file 16 Primers for real-time quantitative RT-PCR shown in Additional file 1.

Gene Name	Forward/Reverse Sequence	Gene Number
Agt	F: TCGAACTCAAAGCAGGAGA<br>R: TCGTAGATGGCGAACAGG	NM_007428
Pck1	F: TGCTCCAGCTTTGAGATA<br>R: GAGACTATGCGGTGATTT	NM_011044
Cyp2f2	F: GCCTGCCACGTATCAGTA<br>R: GCGTATAAGACGGGTATTTTC	NM_007817
2210010C04Rik	F: ACCCAGGCAAGATCACTA<br>R: TCTGAGCACAGCCATAAC	NM_023333
Ngfr	F: ACAGACTGACTGCCATCCC<br>R: TGCAGATCGAGGTCCATAA	NM_033217
Foxc2	F: CCAACTGTTACTGCCAAAT<br>R: AAGCCATGCACTTCCTAA	NM_013519
Notch3	F: GCTCAAAGCCTCAACTCC<br>R: CCCACCTTCTGCCCTGTA	NM_008716
A630043P06	F: GCATCCCTCTGGGAACTT<br>R: TCAAAAGGATAGCACCAA	NM_133643
Pygm	F: AATGCCAGGACAAAGTCA<br>R: CGAGAAGGTTCAACACCC	NM_011224
Mef2c	F: CGGTAATTGTAGGAACACGC<br>R: GTGCCATACGCCAATGATAT	NM_001170537
Rufy3	F: TGGTATGGATTCTCTGTT<br>R: CATCACTAAGGCAGAAATAA	NM_027530
Gap43	F: CGACAGGATGAGGGTAAAG<br>R: AGACAGGGTTCAGGTGGG	NM_008083
Mcm5	F: ATCCAGAGCACGCTATCC<br>R: GGTGGTGGCAGCATTTCA	NM_008566
Rrm2	F: GTCAGGCGATTAAACTAT<br>R: TGACACTATTAGGGCAAA	NM_009104
Igf2bp1	F: CGGACTTGGCTAGTTTGT<br>R: ATGAGATTGCTTTGTGGC	NM_009951
Dcpp1	F: CAACAAGGACGGTCAAGT<br>R: GTTAAAGCCGAAGGAGTG	NM_019910
Nfix	F: GACCTTTATCTGGCTTACTTTG<br>R: TTTGATGTCCGCATCTCC	NM_001081982
Marco	F: AGGCGAATCTTTCCAACG<br>R: CGCATCATTATTATCCCAAT	NM_010766
C1qa	F: GCACTGAAGCCGACAGCA<br>R: CGCAGGAGATGGCAGGAT	NM_007572

Bcat1	F: TGTCTGAGGCTGGTTGTC<br>R: ACTATGTGCTGGGCTTTG	NM_001024468
Aurkc	F: GTGGGACTCTGGACTACTTG<br>R: ATGTCTCACTGGAGGTGC	NM_001080965
Fam110c	F: GTCCTTCCGTTAGCTCTTTA<br>R: CAGGCAATCCACTGTATGT	NM_027828
Greb1	F: GAGCTATCTTGAAGTCCGTTAT<br>R: TCATGGTCACAGGCATCG	NM_015764

How the deposited data were processed for this re-analysis (not part of the article)

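RNA of pooled unfertilized eggs, fertilized eggs and 10 later Theiler stages, from embryos at TS09 to the newborn mouse at TS27, was measured on 36 Affymetrix arrays, 3 at each of 12 stages. The authors processed the array signals with MAS 5.0, quantile normalized them and averaged the arrays of each stage, and the deposited log2 means of 11458 probe sets are the only expression values used. The log2 scale was read from the values, which run from 0.0 to 15.37, since the paper does not name it. The authors chose these probe sets as regulated with maSigPro and clustered them into 20 clusters and 6 groups. The tables of enriched categories were made by the authors with DAVID, which gives each category a p-value and, as deposited, a fold enrichment and an FDR. The deposited FDR column was treated as a score of the authors without a stated scale, because some of its values exceed 1. The organogenesis table holds the authors' pattern label of 8521 probe sets and a mark for the same pattern in human, without expression values.

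In the embryogenesis table the group column was displaced by 1 row from data row 3294 to 9875, so that 4847 probe sets had a group that does not hold their cluster. The group of each probe set was therefore taken from its cluster, with the assignment of Additional file 4. Probe sets with no symbol, several symbols or a number for a symbol were kept in counts of probe sets and left out of tests of genes. Each gene was represented by its probe set with the highest mean over the 12 stages, which gave 8118 genes. Of 8092 organogenesis probe sets with an Entrez identifier 7574 were found in the gene table that came with the data, and this table served only to check symbols.

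A probe set or gene was called changed between adjacent stages where the deposited means differed by at least 1 on the log2 scale, which is 2-fold, and changed in 1 interval only where no other of the 11 intervals reached this size. Intervals of percents are Wilson intervals at 95 percent, which take probe sets as independent units and hold no error of the arrays. From 40 gene lists fixed before the values were seen 38 were tested, and the 2 others served to name genes. Membership of a list in a cluster or pattern was tested with Fisher's exact test, two-sided, with the Benjamini-Hochberg adjustment over all lists and classes and a threshold of 0.05. Where an odds ratio was infinite 0.5 was added to each count of its table. The median change of a list was placed among 10000 random lists of the same size, matched over 20 bins of mean level, with the seed 20130820. Some lists were built from symbol patterns and hold a few genes outside their theme, such as ribosomal protein kinases in the list of the ribosome and translation.

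Genes are named by a rule written before the values were seen. It takes every mouse gene the paper names or measured by qRT-PCR, for each interval the 3 genes with the largest rise and the 3 with the largest fall with a mean of at least 9 in the higher stage, the 6 genes of each of Clusters I to VI with the largest range and the 5 genes of each pattern with the largest change, and up to 4 members of each list with the largest change in the comparison described. Stage means in a part of Additional file 4 could be read before the rule was written and were not used for it. The text names only a part of the genes that the rule takes, and Bmp2, which the paper names, is given no value. Of the genes named, Slc17a6, Shh, Mapt, Dmp1, Hoxd13, Ttn, Elavl4, Cyp11a1, Nolc1, Idh3a, Ccnb1, Bub1 and Orc1l have further probe sets in other clusters.

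The procedures were tested on simulated data of 8118 genes with a noise SD of 0.1. The size rule found 100 of 100 genes moved by 2, 0 of 100 moved by 0.4 and 0 of 7918 not moved. The noise was the same at all levels of expression. The absence of false calls therefore does not carry over to the low end of the scale, where small signals give large differences. The list test found 20 of 20 planted lists and 0 of 120 random pairs. The list change found 15 of 20 lists moved by 0.5, 20 of 20 moved by 1.0 and 1 of 20 not moved.

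Alternatives were a size rule of 1.5-fold or 4-fold, a floor of 7 on stage means, 1 probe set per gene or all probe sets as units, the probe set with the largest range, a background of genes reaching 8, whole groups in place of clusters, other turning points of the arches, the mean in place of the median, and counts per day with the dpc of the paper and of the labels. Tests between stages with replicate arrays were left out because the tables used here hold 1 mean per stage. By the paper the normalized data of all arrays were deposited too, and they were not among the files used here. The qRT-PCR values, the human arrays and the protein interactions were not analysed here. Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The versions of maSigPro and of DAVID were not stated.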

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

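The comparison of innate immune with cumulus genes from the egg to TS01 was chosen only after the result was seen, and the other tests of explanations in this part were written down before.

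Rises outnumbered falls between TS16 and TS19. The paper does not comment on the excess between TS16 and TS19, and 2 technical explanations were tested for it. With stage means under 7 set to 7 there were 5.68 rises per fall, 982 against 173, so changes under 7 alone did not make the excess. Without this floor the rises had numbered 2188 and the falls 287, so many of the changes involved values under 7. A rise that starts under 7 can still count with the floor, so low values are not excluded as a part of the source. With the median change of all listed probe sets taken off there were 3.15 rises per fall, 1762 against 559. This lies between the values set in advance for and against a shift of all values. Taking off the median draws rises and falls closer together whatever its cause, so this value cannot decide. Quantile normalization gives all arrays the same distribution, so a shift over the whole array is not expected. The listed probe sets are a part selected as regulated, and their median can move without such a shift.

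Innate immune genes of Cluster V were high in the egg, with a median egg mean of 9.83. Of the 27 genes 23 had an egg mean of at least 8 and 1 a mean under 7, and the whole list of 74 genes, not chosen by cluster, had a median of 9.22. This speaks against values near the low end of the arrays. Innate immune genes outside Cluster V are not an independent check. Of the 74 genes 55 lay in group 5, which joins Cluster V with clusters of similar course. The median egg mean outside Cluster V was 9.02, just above the value of 9 set in advance for maternal immune cells collected with the eggs. Cumulus and granulosa genes had a median egg mean of 12.79, above the same value for cumulus cells left on the eggs, with Cyp11a1 and Serpine2 at 14.40, and 1 of the 11 genes also stands in another list. The median change from the egg to TS01 of the innate immune list minus that of the cumulus list was -0.48. The medians were -0.46 and 0.02, so the lists did not move alike in this step. From TS01 to TS09 both lists fell, in 48 of 74 innate immune and 10 of 11 cumulus genes. The comparison was chosen after the values were seen and covers a step in which the cumulus list did not fall. It therefore cannot decide on a common source. The sample records state that auxiliary tissues were discarded. Maternal cells in the egg samples could contribute to the immune signal all the same, and the data do not tell which cells.

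Of the yolk sac endoderm genes 15 had the arch-down label, a list fixed for tissue that the paper does not discuss, and 6 of them had stage means. Their median change was -4.10 from TS13 to TS19 and 2.25 from TS21 to TS27. These 6 genes were picked by the arch-down label, which stands for a fall from TS13 and a later rise, so neither value tests yolk sac tissue kept at TS13 and left out later or expression in the embryo's own maturing organs. Of the 19 yolk sac genes in the organogenesis list 8 also stand in the liver list. Both explanations stay open.

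Of the 8521 organogenesis probe sets 722 had none of the 4 pattern labels, and the paper describes no result for them. Of these 60 were marked as regulated the same way in human. In Cluster III 14 red blood cell genes were found, a group the paper does not name there. The decidua list, maternal tissue around the implanted embryo, had a median of 11.84 at TS09 over 5 genes, against 10.13 at TS01 and 9.52 at TS27.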

How the results depend on the processing

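The deposited means carry no replicate values, so the adjacent-stage limma test, its form with the replicate number as a block, its runs without replicate 1, 2 or 3, and the methods' t-test at p of 0.05 and 0.01 were not run. No paired analysis was possible because the files used here hold 1 mean per stage and no column per array. By the paper the normalized data of all arrays were deposited as well, and they were not among the files used here. The size rule was applied to probe sets already selected as regulated, the genes of a list are not independent, and the means of 3 pools carry no error here. The alternatives without the egg and TS01 and with innate immune genes tested among genes with an egg mean of at least 9 were added after the data were seen. For all results that moved below the cause was not tested, apart from the counts under a smaller or larger size rule, which change by construction.

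With a 1.5-fold size rule the counts of changed probe sets were 1807 from the egg to TS01, 4525 from TS09 to TS11, 5584 from TS11 to TS13, 4716 from TS13 to TS16, 4777 from TS16 to TS19, 1205 from TS19 to TS21, 2462 from TS21 to TS22, 1332 from TS22 to TS23, 4803 from TS23 to TS25 and 2310 from TS25 to TS27. The percent changed in 1 interval only was then 0.277 from the egg to TS01, 10.5 from TS01 to TS09, 2.92 from TS09 to TS11, 3.42 from TS11 to TS13, 2.01 from TS13 to TS16, 3.29 from TS16 to TS19, 0.609 from TS21 to TS22, 0.15 from TS22 to TS23 and 2.42 from TS23 to TS25. With a 4-fold rule the counts were 150 from the egg to TS01, 1995 from TS01 to TS09, 415 from TS09 to TS11, 1225 from TS11 to TS13, 525 from TS13 to TS16, 843 from TS16 to TS19, 39 from TS19 to TS21, 196 from TS21 to TS22, 118 from TS22 to TS23, 577 from TS23 to TS25 and 150 from TS25 to TS27, and the percents were 17.3 from the egg to TS01, 56.4 from TS01 to TS09, 21 from TS09 to TS11, 42.2 from TS11 to TS13, 21.3 from TS13 to TS16, 38.9 from TS16 to TS19, 15.4 from TS19 to TS21, 19.4 from TS21 to TS22, 6.78 from TS22 to TS23, 28.1 from TS23 to TS25 and 22 from TS25 to TS27.

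With stage means under 7 set to 7 the counts were 15 from the egg to TS01, 2607 from TS01 to TS09, 700 from TS09 to TS11, 1335 from TS11 to TS13, 994 from TS13 to TS16, 1155 from TS16 to TS19, 48 from TS19 to TS21, 395 from TS21 to TS22 and 176 from TS22 to TS23. The percents changed in 1 interval only were 13.3 from the egg to TS01, 52.1 from TS01 to TS09, 19.6 from TS09 to TS11, 29.2 from TS11 to TS13, 18.4 from TS13 to TS16, 40.3 from TS16 to TS19, 6.25 from TS19 to TS21, 25.1 from TS21 to TS22, 14.2 from TS22 to TS23, 30.4 from TS23 to TS25 and 29.2 from TS25 to TS27. Under this floor the span from lowest to highest stage was 1.84 in Cluster II and 1.63 in Cluster III. Median changes of gene lists under the floor were -4.39 for oocyte and 2.34 for pluripotency from TS01 to TS09, 0.00 for cartilage and bone, 0.00 for striated muscle, 0.84 for red blood cell and 0.95 for Hox genes from TS11 to TS13, 1.55 for neuron and 0.00 for ion channel genes from TS16 to TS19, 0.70 for striated muscle from TS22 to TS23, 1.90 for epidermis and 0.71 for keratin genes from TS23 to TS25, and -0.36 for innate immune genes from the egg to TS01.

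With 1 probe set per gene the counts were 530 from the egg to TS01, 1476 from TS09 to TS11, 1490 from TS13 to TS16 and 1405 from TS23 to TS25, and the percent changed only from TS01 to TS09 was 29.4. Without the egg and TS01 the percents were 14.9 from TS09 to TS11, 22.2 from TS11 to TS13, 8.53 from TS13 to TS16, 18.4 from TS16 to TS19, 4.52 from TS21 to TS22, 11.7 from TS23 to TS25 and 11.8 from TS25 to TS27, and the span of Cluster II was 1.59. With the mean in place of the median the changes were 1.62 for striated muscle and 2.81 for red blood cell genes from TS11 to TS13, 1.56 for ion channel genes from TS16 to TS19, and 3.42 for epidermis and 0.31 for cartilage and bone genes from TS23 to TS25.

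With all probe sets as units 35 list tests passed in Clusters I to VI, and the odds ratio of the liver list in the arch-down pattern was 2.25. With groups 1 to 6 in place of the clusters 103 passed, and 4 results turned. The odds ratio was 0.979 for striated muscle in the third group, 7.47 for pluripotency in the sixth, 0.622 for the up pattern against the third and 0.935 for the arch-down pattern against the first. With the 6 stages the text names 68.5 percent of arch-down and 82.0 percent of arch-up probe sets turned at TS19 or TS21, and with a turn allowed from TS16 to TS22 the shares were 93.0 and 90.3 percent. With the egg mean above that of TS13 by at least 1 as the measure of a high egg level, 42.4 percent of up, 1.05 percent of down and 8.83 percent of arch-up probe sets had it. With biological process terms only, Clusters I and III shared 1 category and Clusters IV and VI shared 0. Of the results outside this set 207 held and 13 were weaker, no longer past the threshold. With the probe set of the largest range these were oxidative phosphorylation in Cluster I and the ribosome list in Cluster V, eye in the up pattern, yolk sac, lipid synthesis and signalling in the down pattern and cell cycle in the arch-up pattern. With groups 1 to 6 the first pair was weaker again. With a background of genes reaching 8 pluripotency in the down, eye in the up and ion channel in the arch-down pattern were weaker, and with all probe sets as units eye in the up pattern.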

Differences from the paper's values

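The paper reports about 13000 genes changed between TS01 and TS09 and about 10000 between TS16 and TS19, and 4763 and 2475 listed probe sets changed here. All planned settings for these counts differ from the paper as well. The paper's counts come from a t-test over the whole array, with a cutoff of 0.01 in the figure legend and 0.05 in the methods, while the counts here come from a size rule on the probe sets called regulated, so the populations are not the same.

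Values are said to differ where one is more than 1.5 times the other. In Figure 2, read by eye, the percent changed in 1 interval only was about 11 from the egg to TS01, about 16 from TS01 to TS09, about 15 from TS13 to TS16, about 15 from TS16 to TS19, about 8.0 from TS19 to TS21, about 7.3 from TS21 to TS22, about 8.6 from TS22 to TS23 and about 7.8 from TS25 to TS27. The values here were 1.92, 27.3, 4.47, 8.53, 0.253, 1.31, 1.40 and 3.92. With stage means under 7 set to 7 the percent no longer differed from the egg to TS01 at 13.3, which is 2 of 15 probe sets, from TS13 to TS16 at 18.4 and from TS19 to TS21 at 6.25. With a 4-fold rule it no longer differed from TS13 to TS16 at 21.3 and from TS22 to TS23 at 6.78. In all other planned settings these percents differ from the figure.

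The paper gives 53.5 percent of up, 69.5 percent of down and 38.9 percent of arch-up mouse genes as shared with human, and the marks in the deposited list gave 9.49, 19.8 and 4.95 percent. With probe sets as units and with only genes marked as having a human ortholog the percents differ as well. The paper's counts and percents together imply 707, 649 and 175 mouse genes, while the patterns held 3231, 2297 and 1564 probe sets. The paper's 378 shared up genes equal the sum of the 318 marked probe sets with the up label and the 60 marked probe sets without a label.

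The paper gives an FDR of 0 for homeostatic process and for ion transport in Cluster III, for lipid metabolic process in Cluster V, and for catabolic process and gene expression in Cluster VI. These values are 0.012, 0.035, 0.0092, 0.19 and 7.3 in the authors' deposited tables. The scale of this column is not stated. No alternative was planned for them.

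Some rankings and descriptions also differ. TS13 to TS16 was the sixth of the 11 intervals in the share of probe sets changed in no other interval, at 4.47 percent, while the paper calls its share very high. With the 4-fold rule and with the floor of 7 this share was 21.3 and 18.4 percent, but the shares of all intervals were larger in these settings. From TS16 to TS19 they were 38.9 and 40.3 percent and from TS23 to TS25 28.1 and 30.4 percent. Some other intervals lay lower, such as the egg to TS01 at 17.3 and 13.3 percent. Cluster V was lowest at TS13 by a difference of means, 6.54 against 6.56, while the paper places it at TS16. Clusters II and III shared 20 deposited categories, more than any other pair, while the paper states little overlap. This count takes all deposited categories, without the thresholds of the methods. Cartilage and bone genes of the fixed list were enriched in the up pattern, 26 of 45. The paper places cartilage development in the arch-up pattern. There 11 of 45 list genes lay, odds ratio 1.67, in the paper's direction but not past the threshold (Fisher's exact test, two-sided, adjusted p = 0.253). The fixed list and the paper's category are not the same set of genes. For the arch-up pattern cartilage development held 18 genes at a fold of 3.99 in the authors' deposited table.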

Other observations

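Embryonic globin genes fell between TS19 and TS27, the newborn mouse. Hbb-bh1 was at 14.59 at TS19, 10.13 at TS23 and 5.53 at TS27, and Hba-x at 14.38, 12.67 and 6.26 (log2, authors' means). The median of the 32 red blood cell genes was 5.94 at TS11, 10.81 at TS23 and 9.27 at TS27, and from TS25 to TS27 19 of them fell and none rose. Klf1, a transcription factor of red cell precursors, was at 11.35 at TS23 and 8.86 at TS27.

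Some lens and kidney genes and the median of the glia genes rose, and the timing of these lists was not compared by a test. Of 25 eye genes 13 rose and 1 fell between TS21 and TS22, and Cryga, a lens crystallin, went from 3.19 to 9.02. Glia genes had a median of 5.79 in the egg, 7.05 at TS13 and 8.93 at TS27 over 10 genes. Of 9 kidney genes 5 rose between TS25 and TS27, among them Umod, a tubule protein, from 5.27 to 7.68, and Slc12a1, a salt transporter of the loop of Henle, from 7.42 to 8.78. Collagen and matrix genes had a median of 7.34 at TS16 and 11.12 at TS25 over 53 genes.

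Genes of the decidua list had their highest median at TS09. It was 10.04 in the egg, 10.13 at TS01, 11.84 at TS09, 7.03 at TS19 and 9.52 at TS27 over 5 genes, so high values are not confined to stages with decidua. From TS01 to TS09 3 of them rose and 2 fell. Of 5 decidua genes 5 fell between TS11 and TS13, and of 8 smooth muscle genes 6 rose between TS01 and TS09 and 7 fell between TS09 and TS11. The source of these transcripts was not tested. A test would be to measure the same genes in embryos of TS09 freed of decidua and in the decidua itself.

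The high egg level of innate immune genes may come from cells collected with the eggs, as the median egg mean of 9.02 outside Cluster V leaves open. A test would be to compare eggs stripped of cumulus cells and of the zona with the cumulus cells, and with macrophages of the oviduct, for C1qa, S100a9 and Cyp11a1. The source of the arch-down course of yolk sac genes is open as well. A test would be in situ hybridization for Apoa4 and Ctsh on whole conceptuses from TS13 to TS25.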
